# Evolution of Robustness to Protein Mistranslation by Accelerated Protein Turnover

**DOI:** 10.1371/journal.pbio.1002291

**Published:** 2015-11-06

**Authors:** Dorottya Kalapis, Ana R. Bezerra, Zoltán Farkas, Peter Horvath, Zoltán Bódi, Andreea Daraba, Béla Szamecz, Ivo Gut, Mónica Bayes, Manuel A. S. Santos, Csaba Pál

## Abstract

Translational errors occur at high rates, and they influence organism viability and the onset of genetic diseases. To investigate how organisms mitigate the deleterious effects of protein synthesis errors during evolution, a mutant yeast strain was engineered to translate a codon ambiguously (mistranslation). It thereby overloads the protein quality-control pathways and disrupts cellular protein homeostasis. This strain was used to study the capacity of the yeast genome to compensate the deleterious effects of protein mistranslation. Laboratory evolutionary experiments revealed that fitness loss due to mistranslation can rapidly be mitigated. Genomic analysis demonstrated that adaptation was primarily mediated by large-scale chromosomal duplication and deletion events, suggesting that errors during protein synthesis promote the evolution of genome architecture. By altering the dosages of numerous, functionally related proteins simultaneously, these genetic changes introduced large phenotypic leaps that enabled rapid adaptation to mistranslation. Evolution increased the level of tolerance to mistranslation through acceleration of ubiquitin-proteasome–mediated protein degradation and protein synthesis. As a consequence of rapid elimination of erroneous protein products, evolution reduced the extent of toxic protein aggregation in mistranslating cells. However, there was a strong evolutionary trade-off between adaptation to mistranslation and survival upon starvation: the evolved lines showed fitness defects and impaired capacity to degrade mature ribosomes upon nutrient limitation. Moreover, as a response to an enhanced energy demand of accelerated protein turnover, the evolved lines exhibited increased glucose uptake by selective duplication of hexose transporter genes. We conclude that adjustment of proteome homeostasis to mistranslation evolves rapidly, but this adaptation has several side effects on cellular physiology. Our work also indicates that translational fidelity and the ubiquitin-proteasome system are functionally linked to each other and may, therefore, co-evolve in nature.

## Abstract 2

Tolerance to errors during protein synthesis evolves rapidly through acceleration of protein turnover—a process determined by the combined rates of protein synthesis and degradation. However, this adaptation has deleterious side effects due to its energy costs.

## Author Summary

Although fidelity of information transfer has a substantial impact on cellular survival, many steps in protein production are strikingly error-prone. Such errors during protein synthesis can have a substantial influence on viability and the onset of genetic diseases. These considerations raise the question as to how organisms can tolerate errors during protein synthesis. In this paper, for the first time, we study organisms’ capacity to evolve robustness against mistranslation and explore the underlying cellular mechanisms. A mutant yeast strain was engineered to translate a codon ambiguously (mistranslation). This thereby overloads the protein quality-control pathways and disrupts cellular protein homeostasis. This strain was used to study the capacity of the yeast genome to compensate for the deleterious effects of protein mistranslation. We found that mistranslation led to rapid evolution of genomic rearrangements, including chromosomal duplications and deletions. By altering the dosages of numerous, functionally related proteins simultaneously, these genetic changes introduce large phenotypic leaps that enable adaptation to mistranslation. Robustness against mistranslation during laboratory evolution was achieved through acceleration of protein turnover—a process that was determined by the combined rates of protein synthesis and ubiquitin-proteasome system-mediated degradation. However, as both translation and active degradation of proteins are exceptionally energy-consuming cellular processes, accelerated proteome turnover has substantial energy costs.

## Introduction

Fidelity of protein synthesis has a substantial impact on cellular survival [1,2]. There might be incorporation of one amino acid for another (missense errors), premature termination of protein synthesis, frameshift errors and read-through of stop codons (nonsense errors). Even if the cell has the right protein sequence at the right time, errors can occur during folding, synthesis of posttranslational modifications, or translocation of proteins across membranes. Recent works indicate that many steps in protein production are strikingly error-prone. For example, the average missense error rate during translation is between 10^−3^ and 10^−4^ [3]. While such estimates are rough and are based on a variety of methodologies, they clearly indicate that error rates during protein production are three to five orders of magnitude higher than DNA-replication errors. Perfectly replicated unicellular genomes are commonplace, but perfectly synthesized proteomes never occur. Although the exact amount is currently debated [4,5], it appears that a large fraction of the proteins in eukaryotic cells is defective. Most of these faulty proteins are degraded by the proteasome or aggregate [1]. Indeed, disruption of translational fidelity with aminoglycoside antibiotics kills bacteria [6], cells with impaired proofreading have abnormal morphologies [7,8], and enhanced translational error rates in mammals cause disease [9]. For example, a single mutation in a tRNA synthetase yields widespread translation errors and protein misfolding and consequent death of Purkinje cells in the mouse brain [9]. Moreover, decreased accuracy of protein synthesis due to altered codon–anticodon interactions leads to protein aggregation and saturation of the protein quality-control networks [10]. Similarly, mutants conferring a hyper-accurate translation phenotype grow more slowly than wild-type cells [8,11] as excessively accurate ribosomes are kinetically less efficient than wild-type ribosomes. Thus, accuracy of translation has an optimal value reflecting a trade-off between costs of kinetic proofreading and cellular side consequences of erroneous protein accumulation.

A variety of quality-control mechanisms exist that reduce the rate at which errors occur (error prevention) or limit harmful effects if an error has already been made (error mitigation) [12]. Error reduction may be achieved by an improved proofreading machinery or usage of codons with corresponding highly abundant tRNAs [12]. Furthermore, as protein synthesis errors frequently lead to protein misfolding and aggregation, cells may achieve enhanced tolerance to errors through modification of the cellular chaperone networks, protein degradation pathways, or by the evolution of robust protein folding mechanisms [13–15].

The relative contribution of these pathways to safeguarding the integrity of biological information has remained largely a terra incognita, not least due to the shortage of laboratory evolution studies. To investigate this problem systematically, we took advantage of the availability of a previously engineered *Saccharomyces cerevisiae* strain that mistranslates proteins constitutively at high level [16]. The engineered construct (tRNA_CAG_^Ser^) misincorporates serine (Ser) at leucine (Leu) sites encoded by the CUG codon. As CUG codons in the yeast genome are distributed over 89% of its protein coding genes, this system is ideal to study the impact of protein mistranslation events on a proteome scale. Since more than 60% of the CUG encoded residues are buried in *S*. *cerevisiae* proteins [17], and serine and leucine are chemically very different from each other, mistranslation events generate protein misfolding and proteotoxic stress [10]. To shed light on the evolution of safeguarding mechanisms, we initiated laboratory evolutionary experiments with a strain with initially high mistranslation rate. Fitness rapidly increased during the course of laboratory evolution and was mediated by large-scale chromosomal duplication and deletion events. Robustness to translational errors was achieved through accelerated protein turnover, albeit at a considerable energetic cost.

## Results

### Mistranslation Has a Substantial Fitness Cost

Using a synthetic tRNA_CAG_^Ser^ construct on a plasmid, we have previously engineered codon misreading in a diploid yeast strain that misincorporates serine at the leucine CUG codon [16,18]. A previous quantitative mass-spectrometry study indicates that the tRNA_CAG_^Ser^ misincorporates 1.4% of serine at the CUG sites [19]. As the background mistranslation error in yeast is around 0.001% [20], the construct generates a 1,400-fold increase in mistranslation at CUG sites on a proteome-wide scale. We used established protocols specifically designed to measure fitness in yeast populations [21,22]. Growth was assayed by monitoring the optical density at 600 nm wavelength (OD_600_) of liquid cultures of each strain on synthetic complete (SC) leucine dropout medium. The tRNA_CAG_^Ser^ construct reduced growth rate by 40%, suggesting that mistranslation has a substantial fitness cost in an otherwise stress-free environmental condition (Fig 1A).

**Fig 1:**
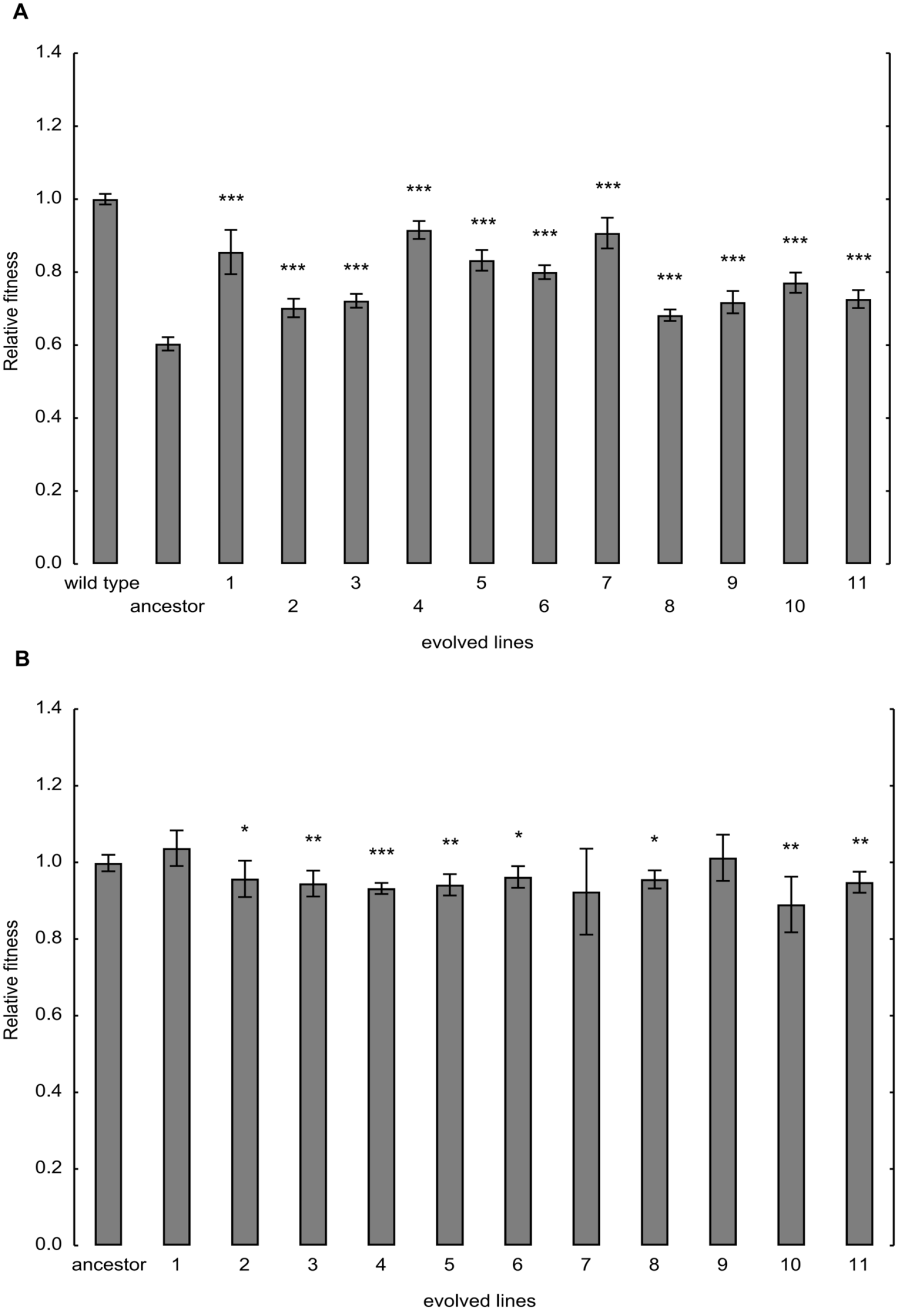
Fitness changes during laboratory evolution. (A) Fitness of the ancestor and the evolved lines under high mistranslation rate. The ancestor and evolved lines carry the mistranslation-causing tRNA_CAG_^Ser^ construct. The ancestor is isogenic to the wild type, with the only exception being that the latter carries an empty vector instead of tRNA_CAG_^Ser^. Growth rate (calculated by monitoring optical density) was used as a proxy for fitness. Fitness values were normalized to the wild-type control. The bars indicate mean ± 95% confidence interval. Mann-Whitney U test was used to assess difference in fitness between ancestor and evolved lines. *** indicates *p* < 0.001. (B) Fitness of the ancestor and evolved lines under low mistranslation rate. tRNA_CAG_^Ser^ was swapped for the corresponding empty vector in the ancestor and the evolved lines. Growth rate (calculated by monitoring optical density) was used as a proxy for fitness. Fitness values were normalized to the wild-type control carrying no tRNA_CAG_^Ser^ construct. The bars indicate mean ± 95% confidence interval. Mann-Whitney U test was used to assess difference in fitness between ancestor and evolved lines. */**/*** indicates *p* < 0.05/0.01/0.001, respectively.

### Fitness Loss due to Mistranslation Is Rapidly Mitigated during Evolution

Next, we initiated laboratory evolutionary experiments, starting from a single clone, that carried the tRNA_CAG_^Ser^ plasmid. Eleven replicate populations were cultivated in a standard laboratory medium and 1% of each parallel evolving culture was diluted into a fresh medium every 48 h. Populations were propagated for approximately 250 generations (70 d). To control for potential adaptation to the medium, we also established 11 populations starting from the isogenic wild-type strain that carried the empty vector (instead of tRNA_CAG_^Ser^). Next, we isolated a single colony from each independently evolved population after 70 d of evolution. All starting and evolved lines were subjected to high-throughput fitness measurements by monitoring growth rates in liquid cultures. We found that the evolving wild-type control lines showed a marginal 3.7% fitness improvement (S1 Fig). By contrast, the fitness of the lines with tRNA_CAG_^Ser^ improved by 13.3%–51.7%, and many of them approximated wild-type fitness (Fig 1A).

Plasmid sequence analysis in the evolved lines confirmed that the rapid fitness gain was not due to defective mutations in tRNA_CAG_^Ser^ (S2 Fig). Next, tRNA_CAG_^Ser^ was swapped for the corresponding empty vector in all starting and evolved lines. Most evolved lines showed 3%–11% growth deficit compared to their ancestor (Fig 1B). Thus, the mutations that have accumulated during the course of laboratory evolution are favorable when mistranslation rate is high but generally reduce fitness otherwise.

### Translation and the Ubiquitin-Proteasome System Are Two Main Targets of Selection

To investigate the molecular changes underlying adaptive evolution in the laboratory, we re-sequenced the complete genomes of 11 independently evolved clones, all of which showed substantial fitness improvements under high mistranslation rate. In total, we identified 431 independent mutational events (SNPs and large genomic rearrangements). On average, we detected 39.18 point mutations, 1 deletion, and 2 duplications per line. A strong pattern of parallel evolution emerged at the level of genes and functional modules. Of the mutated genes, 26% with non-synonymous mutations were shared by at least two lines, and some were shared extensively (S1 Table). Several functional units were repeatedly mutated. The examples include rRNA maturation (*MRD1* [S000006316]), transcription initiation and elongation (*BDF1* [S000004391], *TFG2* [S000003237]), and the ubiquitin-proteasome system (*SSM4* [S000001292], *HSM3* [S000000476]).

Large-scale duplications (including segmental or whole-chromosome duplication) and genomic deletions were also prevalent (Table 1). In total, 33 large-scale duplication and partial chromosome deletion events were observed. Many of the evolved lines accumulated 4–5 gross chromosomal rearrangements. Strikingly, however, only seven major different types of such events were observed, most of which occurred repeatedly. For example, over 90% of the evolved lines lost a small part of one copy of chromosome V, which spanned over 127 kb. The evolved lines also frequently carried duplications of large segments of chromosomes IV (540 kb) and VII (238 kb). Borders of these duplicated genomic regions were flanked by transposon of yeast (Ty) elements, indicating that the observed genomic changes were mediated by homologous recombination events between Ty elements (S2 Table).

**Table 1:** Summary of the detected chromosomal duplications and deletion events in the evolved lines.

Chromosome	**Region**	**Aneuploidy**	**GO**	**Evolved lines**										
				1	2	3	4	5	6	7	8	9	10	11
chrIII	whole	trisomy	cell redox homeostasis								●			
			regulation of cellular amino acid metabolic process								●			
			ribosomal small subunit assembly								●			
chrIV	992 kb to end	trisomy	substrate-specific transmembrane transporter activity		●	●	●	●	●		●	●	●	●
chrV	450 kb to end	monosomy	ubiquitin-specific protease activity	●*	●	●	●	●	●		●	●	●	●
chrVII	574 kb to 812 kb	trisomy	proteasome core complex assembly	●										
			response to reactive oxygen species	●										
			RNA polymerase II transcription elongation factor activity	●										
chrIX	whole	trisomy	negative regulation of gluconeogenesis	●					●		●			
			ribosomal small subunit export from nucleus	●					●		●			
			termination of RNA polymerase II transcription	●					●		●			
chrXII	whole	trisomy	ribosome biogenesis	●	●	●	●			●	●	●		●
			ribosomal large subunit assembly	●	●	●	●			●	●	●		●
chrXVI	810 kb to 844 kb	monosomy	none											●

The affected chromosomes, the extent, the direction of the changes, and biological processes that are enriched significantly (*p* < 0.05) in the regions are indicated. Functional enrichment analysis was done using FunSpec, a web-based cluster interpreter for yeast [23].

* indicates partial monosomy of chrV from 450 kb to 498 kb.

The repeated evolution of chromosomal rearrangements at the same breakpoint suggests that these mutational events confer adaptive advantage to the carrying cells. To investigate this issue further, we grouped the mutated genes into several major functional categories based on database information. The observed large-scale duplication events were enriched in genes involved in ribosomal biogenesis (e.g., *DRS1* [S000003931], *SOF1* [S000003934], *RIX7* [S000003957]), rRNA processing (e.g., *GRC3* [S000003958], *NOC3* [S000003992], *SDO1* [S000004012]), and proteasome core complex assembly (*PRE9* [S000003367]). Significantly, the small genomic region repeatedly deleted on chromosome V carries two genes encoding deubiquitinating enzymes (*UBP3* [S000000953], *UBP5* [S000000946]).

Last, we studied the impact of the accumulated mutations on genomic expression. 

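Expression was measured on 22 one-colour Agilent arrays, each hybridised with labelled RNA of 1 culture. The cultures were the ancestor or 1 of 3 evolved lineages, which the labels call B3, D11 and H9. Each strain carried either the single-copy plasmid with the mistranslating tRNA or the empty vector. The ancestor and B3 with the empty vector had 2 arrays each, and every other combination of strain and plasmid had 3. The labels, the Results and the Methods each give a different length for the evolution. The arrays lay on 3 slides, and each slide held the replicates of 1 number. The slide with the third replicates was scanned on a different day from the others. It held no array of the ancestor or of B3 with the empty vector.

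The lineages were paired with the paper's line numbers through S3 Table, of which the first 1999 of 6256 lines per sheet were used. For 98.4% of the 1865 genes compared, the log2 fold change listed for line 1 lay within 0.01 of B3 minus the ancestor, both with the empty vector, in the deposited series values. For line 4, 98.8% of these genes lay within the same distance of D11 minus the ancestor. No other pair of groups compared reached more than 5.7% for either line. B3 is therefore written as line 1 and D11 as line 4. The paper's text does not name a line number for H9.

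The median signal per array ran from 356 to 2278, and between 85.8% and 95.0% of the spots were well above background. No spot was saturated. The lowest values of both measures came from the third D11 array with the empty vector, whose correlation with its replicates was 0.924 and 0.926 (Pearson, across genes), against at least 0.965 for every other pair of replicates. The small number of arrays limits the precision of each comparison.

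The authors deposited the spot intensities of the Feature Extraction software, and state that they normalised by median centring. Here the log2 of the processed signal was centred on the median of each array. The 2 spots of a probe were averaged, and so were the probes of the 29 genes with more than 1. Of 6225 genes, 5912 had a probe well above background on every array of at least 1 group, and these were tested. A linear model with 1 coefficient for each of the 8 groups was fitted with limma. A gene was called changed at an adjusted p (Benjamini-Hochberg) under 0.05 and a change of at least 2-fold. Each evolved lineage with the empty vector was compared with the ancestor with the empty vector, the control that the Methods name.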

The analysis focused on two independently evolved strains (lines 1 and 4), both of which carried typical large-scale genomic rearrangements (Table 1). We grew these strains to mid-log phase in standard laboratory medium and measured genomic expression relative to the ancestor strain (DNA microarrays were used for this purpose). 

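With the empty vector on both sides, 199 genes were called changed in B3 (line 1), of which 86 were higher and 113 lower than in the ancestor. In D11 (line 4), 405 genes were called, 222 higher and 183 lower. H9 had 51 called genes, 11 higher and 40 lower. The number in H9 moved most when the model held only the 2 groups compared, which left 1 gene. With single arrays left out, the number ran from 60 to 77 in B3, from 259 to 566 in D11 and from 29 to 120 in H9. The upper number in H9 came without the third H9 array, and the lower one without the first ancestor array.

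The balance of higher and lower genes moved with the scaling of the arrays. Scaled on the 75th percentile, B3 had 67 higher and 141 lower genes, and D11 had 184 higher and 222 lower. Centred on the chromosomes without copy number changes, B3 had 105 higher and 96 lower genes, and D11 had 292 higher and 147 lower. With the deposited series values D11 had 136 higher and 266 lower genes, and H9 had 14 higher and 26 lower. The median of all genes in D11 moved to -0.131 (log2) under these values. A 2-fold change without any p-value was passed by 355 genes in B3, 629 in D11 and 101 in H9.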

Only genes that showed at least a 2-fold change in expression were considered further. 

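Genes were assigned to the rearranged segments from the positions in S2 Table and the order of genes along the chromosomes in the R64 annotation. The class assigned was the same as the copy number column of S3 Table for all 1976 genes compared, in line 1 and in line 4. The mean log2 difference from the ancestor was computed per array over the genes of each segment. In D11 (line 4), the 22 genes of the segment of chromosome V that S2 Table lists as deleted in line 1 as well averaged -0.94 ± 0.08 (SD, n = 3), and 20 of them were lower. The 29 genes from there to the end of V averaged -0.90 ± 0.08 (SD, n = 3). The 269 genes of the duplicated end of IV averaged 0.48 ± 0.005 (SD, n = 3), and 229 of them were higher. The 519 genes of XII averaged 0.41 ± 0.02 (SD, n = 3), and 416 of them were higher. Every D11 array lay outside the range of the 2 ancestor arrays in these 4 segments, which gives the smallest p that 3 arrays against 2 allow (two-sided exact permutation test, p = 0.1).

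H9, for which the paper's text names no line, averaged -0.96 ± 0.07 in the shorter segment of V, -0.92 ± 0.06 in the rest of V and 0.48 ± 0.08 in IV (SD, n = 3 for each). Its genes on XII averaged -0.08 ± 0.07 (SD, n = 3). In a set test against all other genes (camera in limma, adjusted over 90 tests), the rest of V had an adjusted p = 1.05e-14 in D11 and an adjusted p = 2.08e-41 in H9. Segment IV had an adjusted p = 5.59e-18 in D11 and an adjusted p = 6.8e-72 in H9. XII had an adjusted p = 4.07e-18 in D11 and an adjusted p = 0.615 in H9. The calls among these held under fry and under camera with an estimated correlation. No direction in these segments changed under another scaling, background correction or block. On XII, the ancestor carrying the tRNA also stood above the ancestor with the empty vector, by 0.35 ± 0.03 (SD, n = 3).

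UBP3 (YER151C) and UBP5 (YER144C) lie in the deleted segment of V. UBP3 had a log2 fold change of -0.47 in line 1 (standard error 0.18, adjusted p = 0.0892) and of -0.68 in line 4 (standard error 0.16, adjusted p = 0.00549). UBP5 stood at -0.84 in line 1 (standard error 0.14, adjusted p = 0.00163) and at -1.02 in line 4 (standard error 0.12, adjusted p = 4.6e-05). In H9 they were at -0.72 (adjusted p = 0.0195) and -1.00 (adjusted p = 0.000217). HXT3 (YDR345C), HXT6 (YDR343C) and HXT7 (YDR342C) lie in the segment of IV. In line 4, HXT3 was at 0.94 (standard error 0.20, adjusted p = 0.00223), while HXT6 was at -0.84 (adjusted p = 0.223) and HXT7 at -0.91 (adjusted p = 0.174). In line 1, HXT3 was at 0.008 (adjusted p = 0.989), HXT6 at -2.19 (adjusted p = 0.0184) and HXT7 at -2.15 (adjusted p = 0.0173). HXT6 and HXT7 are near-identical neighbours, so their probes may each read both genes. PRE9 (YGR135W) on VII was at 0.72 in line 1 (adjusted p = 0.0125) and at -0.03 in line 4 (adjusted p = 0.898), where its sign changed under other settings.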

As expected, copy number variation had a significant impact on gene expression in the evolved lines (Fig 2, see S3 Table for the full dataset).

**Fig 2:**
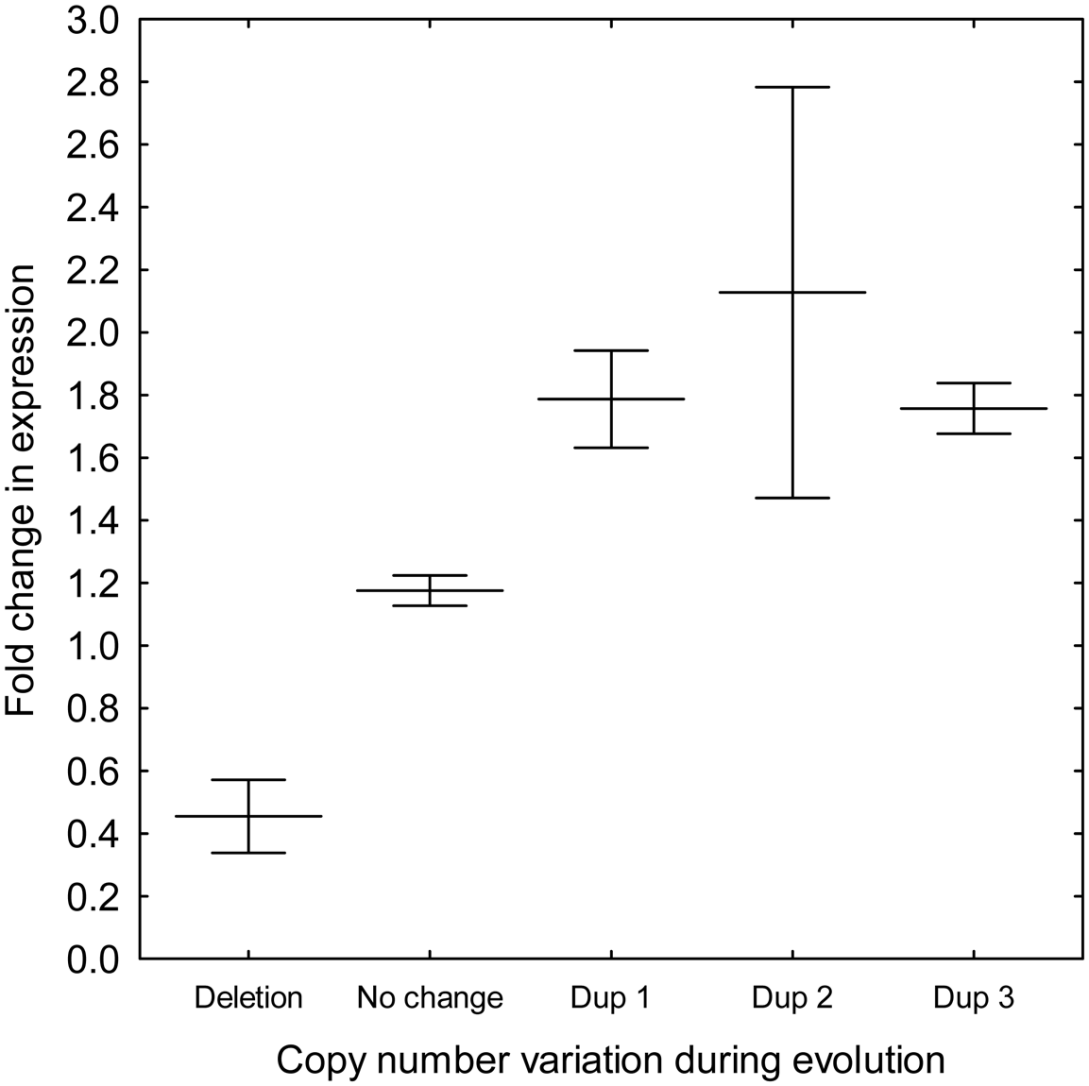
Gene expression changes as a function of copy number variation. The figure shows mRNA expression fold change in evolved line 1 relative to the corresponding ancestor. As expected, loss of a small part of one copy of chromosome V (deletion) leads to reduced mRNA levels of the corresponding genes, while the opposite is true for genes carried on duplicated segments of VII (Dup1), IX (Dup2) and XIII (Dup3). Center lines show mean ± 95% confidence interval. Fold change differences across the three main categories (duplication, deletion, and no change) are highly significant (*t* test, *p* < 10^−6^ for each comparison).

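In B3 (line 1), the 22 genes of the deleted segment of chromosome V had a mean log2 difference from the ancestor of -0.95 ± 0.006 (SD, n = 2 arrays), with 20 genes lower. The remaining 29 genes towards the end of V averaged -0.083 in both B3 arrays. The 123 genes of the duplicated segment of VII averaged 0.48 ± 0.001 (SD, n = 2), with 108 genes higher. Chromosome IX, with 204 genes, averaged 0.43 ± 0.001 (SD, n = 2), with 177 genes higher. Chromosome XII, which Table 1 lists for this line, averaged 0.43 ± 0.003 (SD, n = 2) over 519 genes, with 454 genes higher. Chromosome XIII, which the legend names, averaged -0.10 ± 0.007 (SD, n = 2) over 459 genes, with 276 genes lower. As linear folds (2 raised to the log2 change) averaged over genes, the deleted segment stood at 0.565, VII at 1.46, IX at 1.42 and XII at 1.42. With e in place of 2, the scale of the values in S1 Data, these means become 0.461, 1.78, 1.72 and 1.71, beside the paper's means of 0.455, 1.79, 2.13 and 1.76. S1 Data holds 22, 124, 220 and 540 values for these classes. With 2 arrays against 2, an exact permutation test cannot go below p = 0.333 (two-sided), which each of these segments reached.

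**Figure D1:**
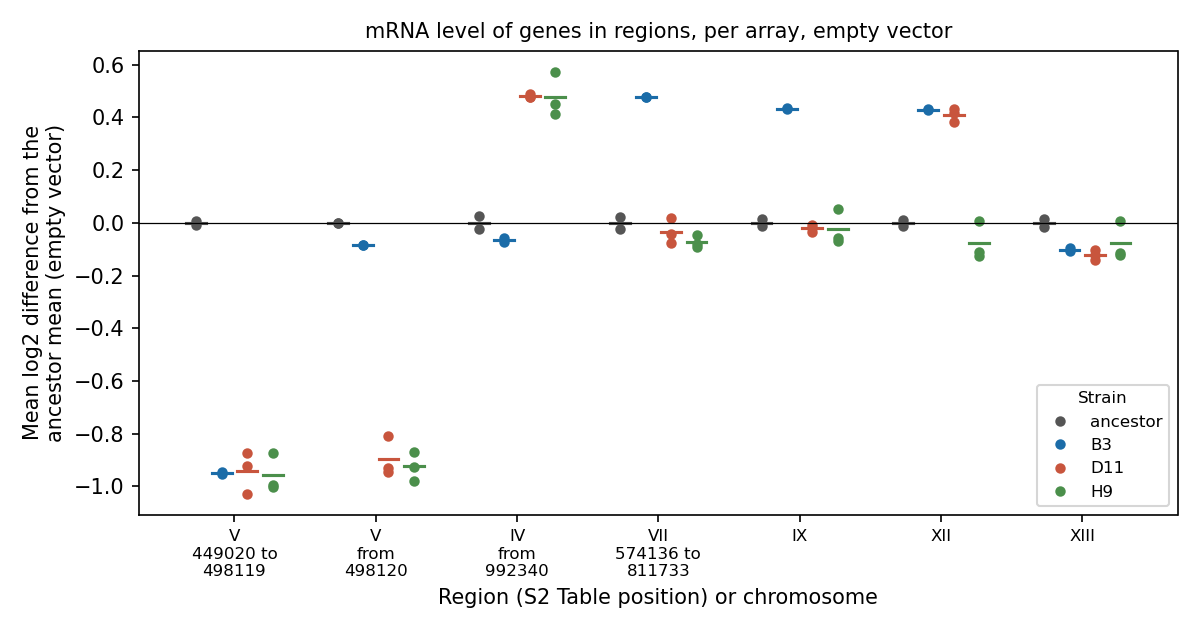
Mean log2 difference from the mean of the ancestor with the empty vector (vertical axis) over the genes of each segment or chromosome (horizontal axis, with positions from S2 Table). Each point is 1 array with the empty vector, of the ancestor, B3 (line 1), D11 (line 4) or H9, and bars are group means. The arrays of all 3 lineages lie between -1.03 and -0.87 in the first of the 2 segments of V, and those of B3 and D11 between 0.38 and 0.43 on XII.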

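The segments of B3 (line 1) were set against all other genes with camera. The deleted segment of V had an adjusted p = 1.01e-15, the segment of VII an adjusted p = 2.33e-16, chromosome IX an adjusted p = 4.84e-19 and chromosome XII an adjusted p = 3.18e-26, each with 2 arrays on either side and both B3 arrays in the same direction. These calls held under fry, and under camera with an estimated correlation, where the adjusted p ran from 2.78e-05 for V to 0.00177 for IX. Chromosome XIII had an adjusted p = 0.0415, and it was not called under fry (adjusted p = 0.0634) or an estimated correlation (adjusted p = 0.635). The rest of V had an adjusted p = 0.551. From lower levels of the genes on the lost segment and higher levels of those on the duplicated ones, the paper concludes that copy number variation changed gene expression in the evolved lines.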

To reveal the functional enrichment of genes with changed expression unrelated to chromosomal duplication or deletion, we focused on genomic segments that have not undergone copy number changes during the course of evolution. The two strains showed correlated changes in genomic expression (Spearman correlation, r = 0.54 *p* < 10^−6^). 

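Outside every segment of S2 Table, 4569 genes were compared. Across these genes, which are not independent replicates, the log2 changes of B3 (line 1) and D11 (line 4) had a Spearman correlation of 0.656. B3 and H9 had a correlation of 0.094, and D11 and H9 of 0.227. These 3 correlations are one family, and no p-value is given across genes. All 3 lineages were compared with the same 2 ancestor arrays, which alone gives a correlation. In 1000 simulations of unchanged groups against 2 shared control arrays, the correlation for B3 and D11 had a median of 0.51 and a central 95% range from -0.085 to 0.84, and 255 simulations reached the observed value. For B3 and H9, 906 simulations reached the observed value, and for D11 and H9, 849 did. The simulated controls came from any group, while the 2 ancestor arrays were more alike (0.996) than replicates of other groups such as D11 (down to 0.924). These counts therefore do not show how often the ancestor's own arrays would reach the observed values. When B3 and D11 were each compared with a different ancestor array, the correlation was 0.578 or 0.61, depending on which array went with which lineage. Unchanged groups compared in that way had a central 95% range from -0.424 to 0.437, and 1 of 1000 simulations reached the lower observed value. With single arrays left out, the correlation of B3 and D11 ran from 0.575 to 0.761, that of B3 and H9 from -0.149 to 0.332 and that of D11 and H9 from 0.057 to 0.39. With the tRNA in both the evolved lines and the ancestor, B3 and D11 had a correlation of 0.291, the lowest of the alternatives.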

Given this correlation, we focused on the set of genes with expression changes in the same direction in the two strains. 

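Among the genes outside the segments of S2 Table, 244 changed at least 2-fold in B3 (line 1), 446 in D11 (line 4) and 62 in H9. Of these, 138 changed in the same direction in B3 and D11, with 43 induced and 95 repressed, and 2 changed in opposite directions. Leaving out single arrays moved this number between 134 and 155. B3 and H9 shared 22 genes in the same direction, and D11 and H9 shared 33. Without the third H9 array these became 50 and 65. An adjusted p under 0.05 in both lineages (limma) left 65 genes for B3 and D11, of which 14 were induced and 51 repressed. It left 3 genes for B3 and H9, and 12 for D11 and H9. In the simulations of unchanged groups against shared control arrays, the median number of genes shared by B3 and D11 was 9, and the central 95% range reached up to 221. The observed number was reached in 70 of 1000 simulations. For B3 and H9 it was reached in 250, and for D11 and H9 in 168. Here too the simulated controls came from any group, so these counts do not show how often the ancestor's own arrays would give as many genes. The methods' t-test at p under 0.01 in both lineages, with the 2-fold change, left 52 genes for B3 and D11, 0 for B3 and H9 and 4 for D11 and H9.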

A total of 425 genes were affected in both strains, of which 168 were induced and 257 repressed, relative to the ancestor. 

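Gene sets for the categories of Table 2 were listed before the values were seen, and only members outside the segments of S2 Table were used. The 105 genes of ribosome biogenesis and rRNA processing had a median log2 change of 0.78 in B3 (line 1), where all 105 were higher, and of 0.86 in D11 (line 4), where 99 were higher (camera in limma, adjusted over 110 tests, adjusted p = 1.38e-25 and adjusted p = 5.33e-16). Taken one by one, 8 of them were called in B3 and 22 in D11. The 36 genes of ribosomal large subunit assembly had medians of 0.78 (adjusted p = 1.37e-12) and 0.85 (adjusted p = 2.65e-08). In H9 the medians of these sets were -0.12 (adjusted p = 0.768) and -0.11 (adjusted p = 0.966), and the first ranged from -0.97 to 0.36 between the 3 arrays. Without the third H9 array the 2 medians became 0.32 and 0.36. The first set was also higher in the ancestor carrying the tRNA than in the ancestor with the empty vector, by 0.69, with 104 of 105 genes higher. With the tRNA on both sides, its median was 0.043 in B3, -0.32 in D11 and 0.14 in H9. In D11, 100 of the 105 genes were then lower (camera, adjusted p = 1.51e-10; fry, adjusted p = 0.413). The 52 genes of amino acid biosynthesis had a median of 0.53 in D11, with 40 genes higher (adjusted p = 2.71e-09). In B3 their median was 0.016 and their mean, of the other sign, -0.064, with 27 genes higher (adjusted p = 0.598).

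Of the categories that Table 2 lists as repressed, the 22 genes of the electron transport chain had medians of -1.18 in B3 (adjusted p = 1.46e-18) and -0.79 in D11 (adjusted p = 3.82e-08). All 22 were lower in B3, and 21 were lower in D11. The 9 genes of glycogen biosynthesis had medians of -1.54 (adjusted p = 0.000303) and -1.75 (adjusted p = 0.000607), and all 9 were lower in both lines. The 26 genes of the response to oxidative stress had medians of -0.29 (adjusted p = 0.00339) and -0.52 (adjusted p = 0.000978). In H9 the medians of these 3 sets were 0.15, -0.31 and -0.11, and without the third H9 array they became -0.038, -1.15 and -0.26. With the tRNA on both sides, the 3 medians were -0.22, -0.17 and -0.015 in B3 and 0.35, 0.14 and 0.23 in D11. The preset correlation between genes of a set was 0.01. With an estimated correlation no category kept an adjusted p under 0.05 in any lineage. Under fry, the calls of the repressed categories in B3 and D11 and of amino acid biosynthesis in D11 held, and those of the ribosome biogenesis sets did not (adjusted p = 0.089 for the first set in B3 and adjusted p = 0.0631 in D11).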

Functional enrichment analysis revealed that genes involved in rRNA processing, ribosome biogenesis and amino acid biosynthesis were up-regulated (Table 2).

**Table 2:** Functional enrichment of genes showing altered transcription in the evolved lines relative to the ancestor.

**Line**	**Direction of change**	**Gene ontology (GO)**	**Number of genes affected**
Evolved line 1	up-regulation	ribosome biogenesis	67
		rRNA processing	62
		ribosomal large subunit assembly	18
	down-regulation	electron transport chain	17
		glycogen biosynthetic process	7
Evolved line 4	up-regulation	ribosome biogenesis	25
		rRNA processing	21
		cellular amino acid biosynthetic process	11
		ribosomal large subunit assembly	6
	down-regulation	cellular response to oxidative stress	22
		glycogen biosynthetic process	7

Analysis was done using FunSpec, a web-based cluster interpreter for yeast [23].

The precise molecular mechanisms underlying up-regulation of ribosomal genes in the evolved strains are unknown. It is worth noting, however, that genes encoding ribosomal proteins form the tightest cluster of coordinately regulated genes, and one of the most prominent transcription factors controlling the ribosomal regulon is *IFH1* (S000004213) [24]. 

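The 104 genes of cytosolic ribosomal proteins outside the segments of S2 Table had a median log2 change of 0.02 in B3 (line 1), with 63 genes higher, and of 0.37 in D11 (line 4), with 89 genes higher. In H9 the median was -0.23, with 100 genes lower. No single gene of this set was called in any of the 3 lineages. The adjusted p of the set was 0.0199 in B3, 8.7e-08 in D11 and 1.06e-06 in H9 (camera in limma). Under fry it was 0.832 in B3, 0.0973 in D11 and 0.256 in H9. The D11 arrays spread from 0.16 to 0.70. Scaled on the 75th percentile, the median in B3 changed sign to -0.028, and without the second ancestor array to -0.005.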

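IFH1 (YLR223C) had a log2 fold change of 0.95 in B3 (line 1; standard error 0.33, adjusted p = 0.0683) and of 1.10 in D11 (line 4; standard error 0.30, adjusted p = 0.0122). In H9, where XII showed no shift, it was 0.22 (standard error 0.30, adjusted p = 0.917), with an SD of 0.81 over the 3 arrays. The ancestor carrying the tRNA had a value of 0.97 against the ancestor with the empty vector (adjusted p = 0.0322). Against that ancestor, the lineages carrying the tRNA had values of -0.036 in B3, -0.27 in D11 and -0.40 in H9. Of the genes of XII that the paper names for ribosome biogenesis and rRNA processing, SDO1 (YLR022C) changed by 1.45 in B3 (standard error 0.25, adjusted p = 0.00226) and by 1.74 in D11 (standard error 0.23, adjusted p = 8.96e-05). SOF1 (YLL011W) changed by 1.27 (adjusted p = 0.0268) and 1.48 (adjusted p = 0.00297), and NOC3 (YLR002C) by 1.22 (adjusted p = 0.0251) and 1.04 (adjusted p = 0.018). GRC3 (YLL035W), DRS1 (YLL008W) and RIX7 (YLL034C) rose by 0.99, 1.26 and 1.28 in B3 and by 1.24, 1.24 and 1.54 in D11. In B3 the last 2 had adjusted p-values of 0.0749 and 0.0801. The same 6 genes lay between -0.28 and 0.07 in H9. Without the third H9 array, SDO1 was still below 0 in H9, and the other 5 were above 0.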

Significantly, *IFH1* is located on chromosome XII, and this chromosome has undergone a complete duplication during the course of laboratory evolution (Table 1).

Taken together, the genomic analyses demonstrate that evolution preferentially targeted genes involved in translation and the ubiquitin-proteasome system.

### Increase in Protein Translation Rate during Evolution

Based on results of the previous section, we next asked whether the observed mutations influence protein synthesis rate. We used an established biochemical assay; protein pulse labeling with [^14^C(U)]-L-Amino Acid Mixture [25,26]. To ensure that changes in protein synthesis rate reflect the impact of the accumulated mutations in the evolved lines (rather than growth rate mediated effects of mistranslation), tRNA_CAG_^Ser^ was swapped for the corresponding empty vector in the ancestor and the evolved lines. Ancestor and evolved cells were incubated with a mixture of carbon-14 labeled L-amino acids. The rate of carbon-14 labeled amino acids incorporation in newly synthesized proteins reflects directly the rate of mRNA translation in vitro. Protein synthesis was quantified according to carbon-14 labeled L-amino acids incorporation detected by a scintillation counter. We found that the evolved lines show higher protein synthesis rate than the corresponding ancestor (Fig 3).

**Fig 3:**
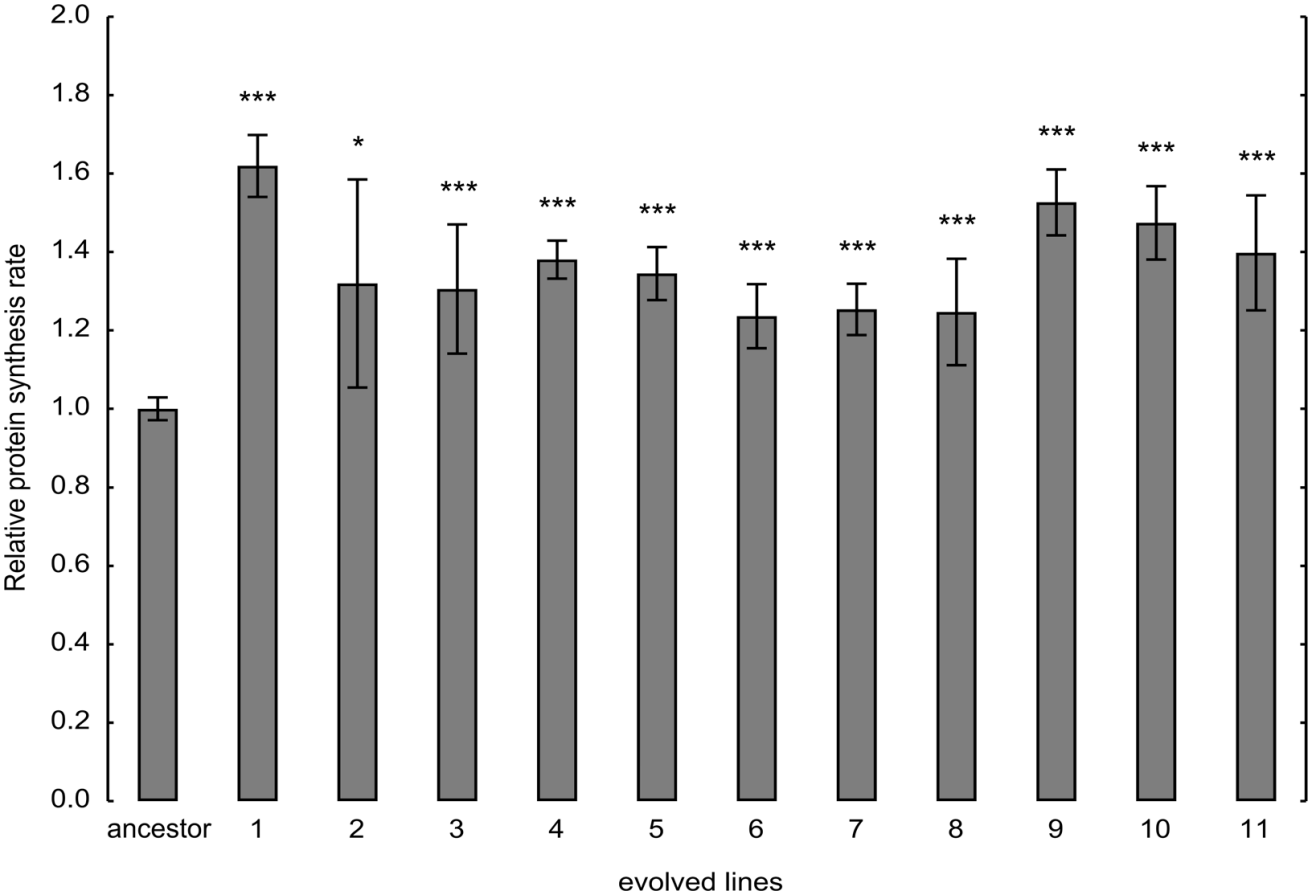
Evolution of protein synthesis rate. Amino acid incorporation rate was measured by protein pulse labeling with [^14^C(U)]-L-Amino Acid mixture. The bars indicate mean ± 95% confidence interval. Two-sample *t* test was used to assess difference in protein synthesis rate between ancestor and evolved lines. */**/*** indicates *p*-value < 0.05/0.01/0.001.

### Reduction of Mistranslation Rate during Evolution

Several mutated genes were involved in the regulation of tRNA transcription (RNA polymerase III), tRNA export (*SOL1* [S000005317]), tRNA surveillance and degradation (*TRF5* [S000005243]). A serine tRNA was also repeatedly mutated, mostly in the variable arm of this molecule (Fig 4A, S4 Table), which is recognized by the seryl-tRNA synthetase (SerRS). Indeed, the yeast SerRS recognizes the three G-C base-pairs of the variable arm of serine tRNAs and the discriminator base at position 73 (G73). Based on these observations, we assumed that evolution has acted to alter tRNA stability and cellular abundance. Changes in the tRNA pool could subsequently reduce the rate of mistranslation during the evolution period.

**Fig 4:**
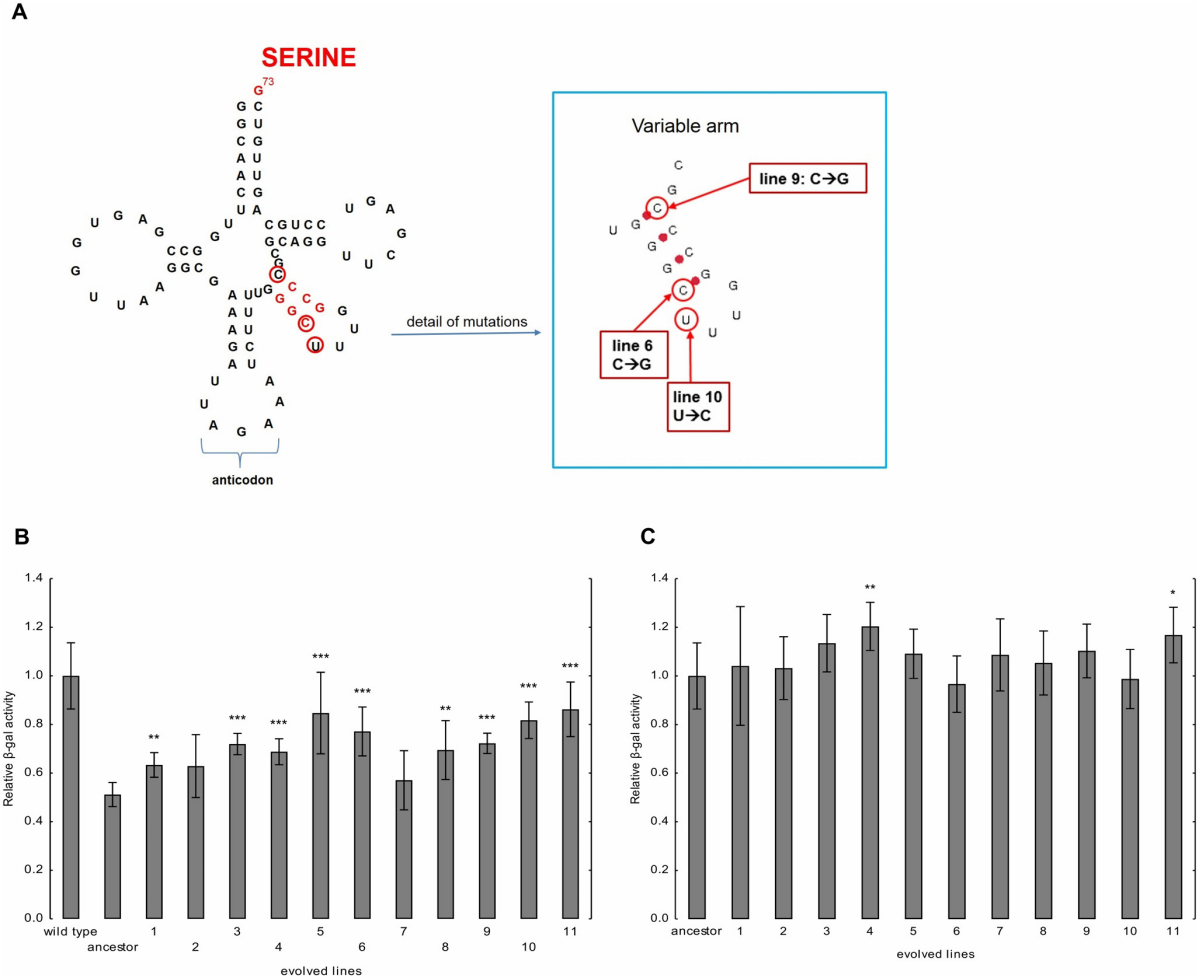
Evolution of mistranslation rate. (A) Mutations in the variable arm of the tS(AGA)D3 serine tRNAs. The variable arm mutated in three lines independently (lines 6, 9, and 10). The identity elements for the SerRS are indicated in red (discriminator base G73 and the GC base pairs in the variable arm). Structure of the molecule was predicted by tRNAscan-SE analysis. (B) Evolution of mistranslation rate. The figure shows β-galactosidase enzyme activities in the ancestor and evolved lines, all of which carry the mistranslation causing tRNA_CAG_^Ser^ construct. The ancestor is isogenic to the wild type, with the only exception being that the latter carries an empty vector instead of tRNA_CAG_^Ser^. Enzyme activities were normalized to the enzyme activity measured in wild-type control carrying no tRNA_CAG_^Ser^ by normalization to the total amount of β-galactosidase protein (quantified by western blot). The bars indicate mean ± 95% confidence interval. Mann-Whitney U test was used to assess difference in fitness between ancestor and evolved lines. **/*** indicates *p* < 0.01/0.001, respectively. (C) β-galactosidase enzyme activities in the ancestor and the evolved lines carrying no tRNA_CAG_^Ser^. Enzyme activities were normalized to the enzyme activity measured in the wild type after normalization to the total amount of β-galactosidase protein quantified using western blot. The bars indicate mean ± 95% confidence interval. Mann-Whitney U test was used to assess difference in fitness between ancestor and evolved lines */** indicates *p* < 0.05/0.01, respectively.

Misreading activity of tRNA_CAG_^Ser^ was then tested by using a previously developed β-galactosidase assay [10]. Briefly, the *Escherichia coli LacZ* gene contains 54 CTG codons, and misincorporation of serine at these leucine codons generates a combinatorial array of mutant β-galactosidase molecules. The altered stability of these statistical protein ensembles can be quantified using thermal denaturation assays [10]. The high number of CTG codons present in the *LacZ* gene combined with the different chemical properties of serine (polar amino acid) and leucine (hydrophobic amino acid) make β-galactosidase a highly sensitive reporter, allowing for monitoring misreading activity by tRNA_CAG_^Ser^. Prior to evolution, presence of tRNA_CAG_^Ser^ caused a 62% reduction in β-galactosidase activity (Fig 4B). Next, we compared β-galactosidase activities of the ancestor and the evolved tRNA_CAG_^Ser^ carrying lines. A relatively small but significant increase in β-galactosidase activity was found in the evolved lines, indicative of a slight reduction of misreading by tRNA_CAG_^Ser^. When tRNA_CAG_^Ser^ was swapped for the corresponding empty vector, all evolved lines had high β-galactosidase activities, similar to that of the ancestor (Fig 4C). This result confirms that the presence of tRNA_CAG_^Ser^ is crucial for serine misincorporation.

Taken together, these results indicate that evolution acted to reduce mistranslation rate, probably by influencing tRNA aminoacylation, tRNA pool distribution, or usage during translation. Indeed, we note that quantification of tRNA expression by northern blot revealed a small but significant reduction in the cellular abundance of mistranslating tRNA in three evolved lines (S3 Fig).

### Reduction of Protein Aggregation Propensity during Evolution

Even if a translational error is not prevented, the fitness consequences that ensue could still be reduced [1,12]. Fitness cost of mistranslation could be partly due to protein misfolding, protein aggregation, and consequent induction of cellular toxicity [1]. Indeed, a prior work showed that tRNA_CAG_^Ser^ in yeast initiates a proteotoxic stress response and activates the unfolded protein response pathway [10]. Therefore, we hypothesized that changes in the ubiquitin-proteasome system mitigate the harmful consequences of mistranslation by reducing the extent of protein aggregation.

To shed light on a possible link between mistranslation and protein aggregation, we measured the level of cellular aggregation in cells subjected to mistranslation and compared it with that of the wild-type control. An established method based on aggregation of a fluorescently tagged human protein (VHL, von Hippel–Lindau) was applied [27]. Active quality-control machinery in wild-type yeast prevents the aggregation of VHL [28]. However, upon overload of the quality-control machinery (including Hsp70 and Hsp90 chaperone complexes), misfolded VHL molecules form aggregates that are seen as foci in the cells [27]. As the fluorescent tag (mCherry) remains functional, localization of aggregation spots in the cells are detectable by fluorescence microscopy. We found that tRNA_CAG_^Ser^ initiated aggregation of VHL in the ancestor (Fig 5A). This result demonstrates that targeting of VHL-mCherry for proteasomal degradation is compromised in these cells. In sharp contrast, the evolved strains showed substantially decreased VHL focus formation, indicative of a reduced aggregation propensity in these lineages (Fig 5B).

**Fig 5:**
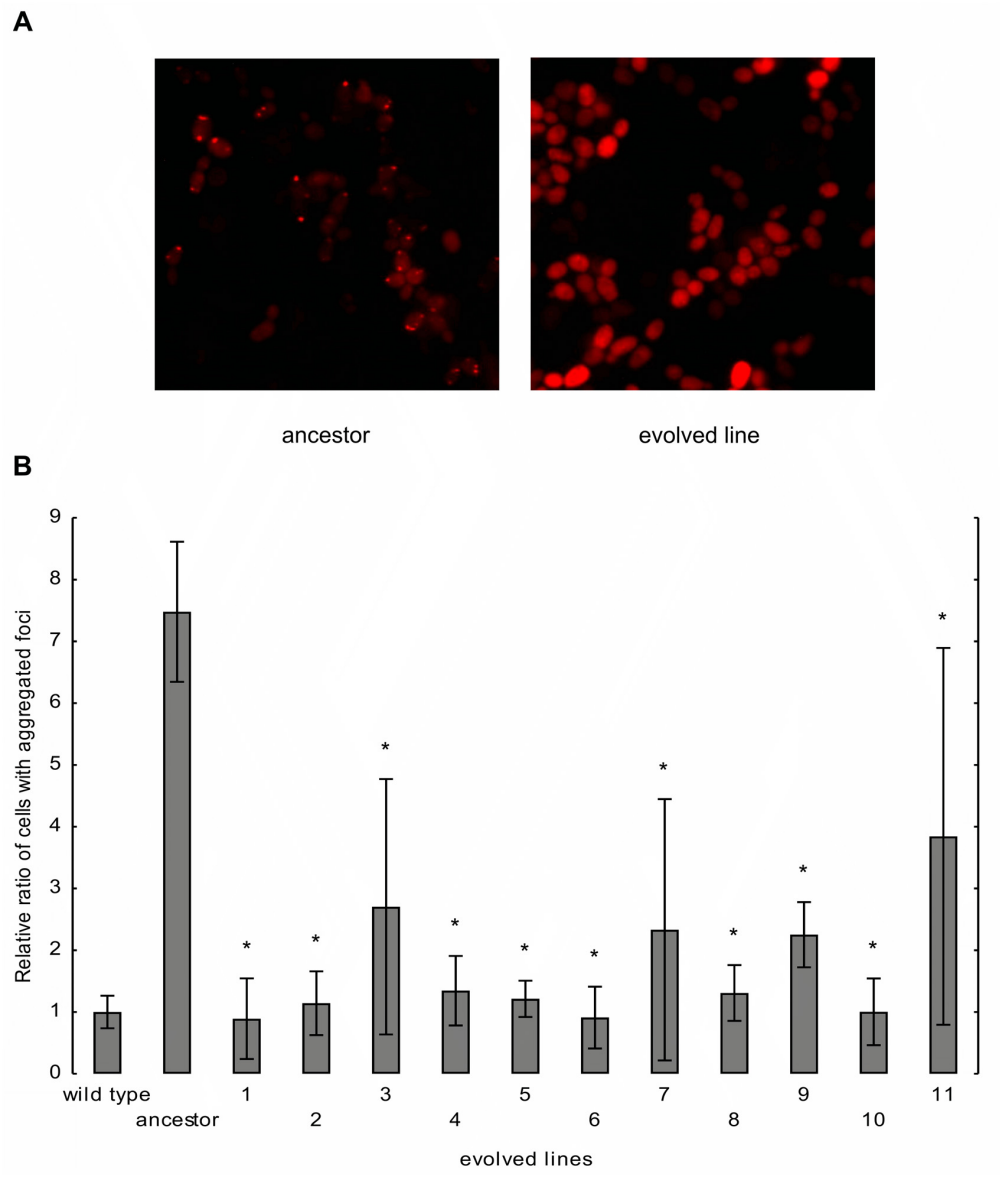
Evolution of protein aggregation rate. (A) Distribution of VHL-mCherry in ancestor and evolved cells. (B) Changes of protein aggregation rate during evolution. The ancestor and evolved lines carry the mistranslation-causing tRNA_CAG_^Ser^ construct. The ancestor is isogenic to the wild type, with the only exception being that the latter carries an empty vector instead of tRNA_CAG_^Ser^. The number of cells with and without aggregated foci was counted, and the ratio of cells with aggregated foci was calculated. This ratio calculated in ancestor and evolved lines was normalized to the ratio calculated in the wild type. The ratio of the cells with aggregated foci can be used as a proxy for protein aggregation rate. The bars indicate mean ± 95% confidence interval. Mann-Whitney U was used to assess difference in fitness between ancestor and evolved lines. * indicates *p* < 0.05.

One may argue that aneuploidy, such as partial chromosomal duplications found in the evolved lines, are expected to have an opposite effect on protein aggregation, since these genomic changes can overload the protein quality-control machinery [28]. Nevertheless, this is no longer so when aneuploidy-tolerating mutations in a deubiquitinating enzyme (such as Ubp3p) are also present [29]. We previously showed evidence for the loss of a single genomic copy of *UBP3* in most of the evolved lines. In addition, we have also demonstrated that partial chromosomal duplications are beneficial for speeding up translation (due to the overrepresentation of ribosome-associated genes in these genomic regions). Therefore, these genomic rearrangements are more likely to be favorable, without any negative effects on aggregation. As a net outcome, we found that the level of protein aggregation is reduced, rather than increased, in the evolved lines (Fig 5B).

### Enhanced Proteasome Activity in the Evolved Lines

Based on the above findings, we next asked whether selection acted to increase proteasome-mediated degradation of misfolded proteins. Indeed, short-lived proteins display higher average aggregation propensity [30], indicating that efficient degradation of high-turnover proteins is maintained to minimize the danger of aggregation. The genomic analysis is consistent with the hypothesis, as genes related to the ubiquitin-proteasome system were repeatedly mutated (S1 Table). For example, three independently evolved lines carried mutations in the *HSM3* gene, which encodes a proteasome-interacting protein involved in the assembly of the 19S proteasomal regulatory particle. Perhaps most significantly, a small segment of chromosome V carrying genes of deubiquitinating enzymes (*UBP3*, *UBP5*) was repeatedly lost in over 90% of the evolved lines (Table 1).

Tagging of a target protein by ubiquitin specifies cellular location and frequently directs it to the 26S proteasome for degradation [31]. Importantly, the ubiquitin-proteasome system is actively involved in eliminating misfolded proteins. Proteasome-associated deubiquitinating enzymes, such as Ubp3p, cleave ubiquitin–protein bonds, and thereby enhance the free intracellular level of ubiquitin [32]. By reversal of ubiquitination, Ubp3p diverts proteins away from the proteasome system. Accordingly, reduced Ubp3p level decreases the intracellular level of free ubiquitin and simultaneously increases the fraction of proteins destined for destruction [32]. Ubiquitin is critical for the survival of yeast cells in the presence of protein synthesis inhibitor cycloheximide [33]. Therefore, the evolved lines are expected to show increased sensitivities to this agent. This was indeed so (Fig 6A).

**Fig 6:**
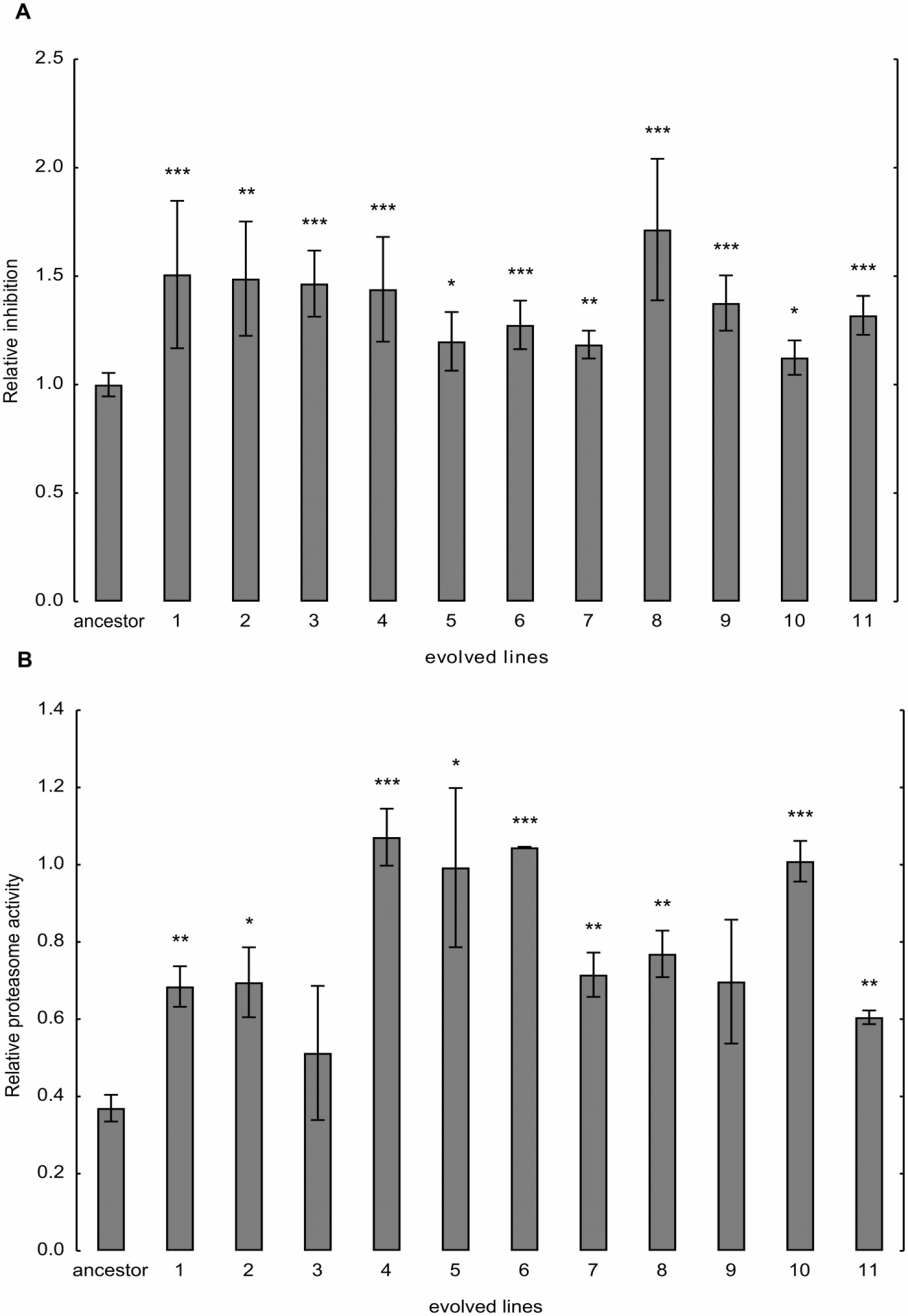
Changes in the ubiquitin-proteasome system during evolution. (A) Inhibition of the ancestor and the evolved lines by cycloheximide. To test the sensitivity of the populations to protein synthesis inhibitor, the growth medium was supplemented with sublethal dosage of cycloheximide (0.06 μg/ml). Inhibition rates were calculated by comparing growth rates in drug-containing and drug-free media, and were normalized to that of the wild-type control. The bars indicate mean ± 95% confidence interval. Mann-Whitney U test was used to assess difference in fitness between ancestor and evolved lines. */**/*** indicates *p*-value < 0.05/0.01/0.001, respectively. To ensure that changes in inhibition rates do not simply reflect the direct effects of mistranslation, tRNA_CAG_^Ser^ was swapped for the corresponding empty vector in the ancestor and the evolved lines. (B) Changes in proteasome activity during evolution. Proteasome activities were normalized to the activity measured in wild-type control carrying no tRNA_CAG_^Ser^. The bars indicate mean ± standard error. Two-sample *t* test was used to assess the difference in proteasome activity between the ancestor and the evolved lines. */**/*** indicates *p*-value < 0.05/0.01/0.001, respectively.

Along with the observed mutations, a biochemical assay supports the notion that proteasome activity changed during the course of laboratory evolution. Proteasome activity of the ancestor and the evolved lines was quantified as described previously [34], using a fluorogenic peptide as substrate. Briefly, total protein was extracted from exponentially growing cells and activity was determined for 100 μg of protein extract in assay buffer with s-LLVY-MCA. The measured fluorescence emission showed that proteasome chymotrypsin-like activity increased 1.4–2.8-fold in the laboratory evolved lines compared to the ancestor (Fig 6B).

### Evolved Lines Exhibit Increased Glucose Uptake

Both translation- and proteasome-mediated degradation of proteins are exceptionally energy-consuming cellular processes. Therefore, the accelerated proteome turnover is expected to incur substantial energy costs, leading to fitness deficit when external nutrients are limited. Indeed, in agreement with expectations, the evolved lines showed reduced growth rate in glucose- and amino-acid–limited medium compared to their ancestor (S4A and S4B Fig).

To investigate whether the enhanced energetic costs of accelerated protein turnover and the associated fitness deficit invokes a selection pressure to alter cellular physiology, we measured glucose uptake using established protocols [35]. The comparison revealed that evolved cells generally internalized more glucose molecules than the ancestor cells did (Fig 7).

**Fig 7:**
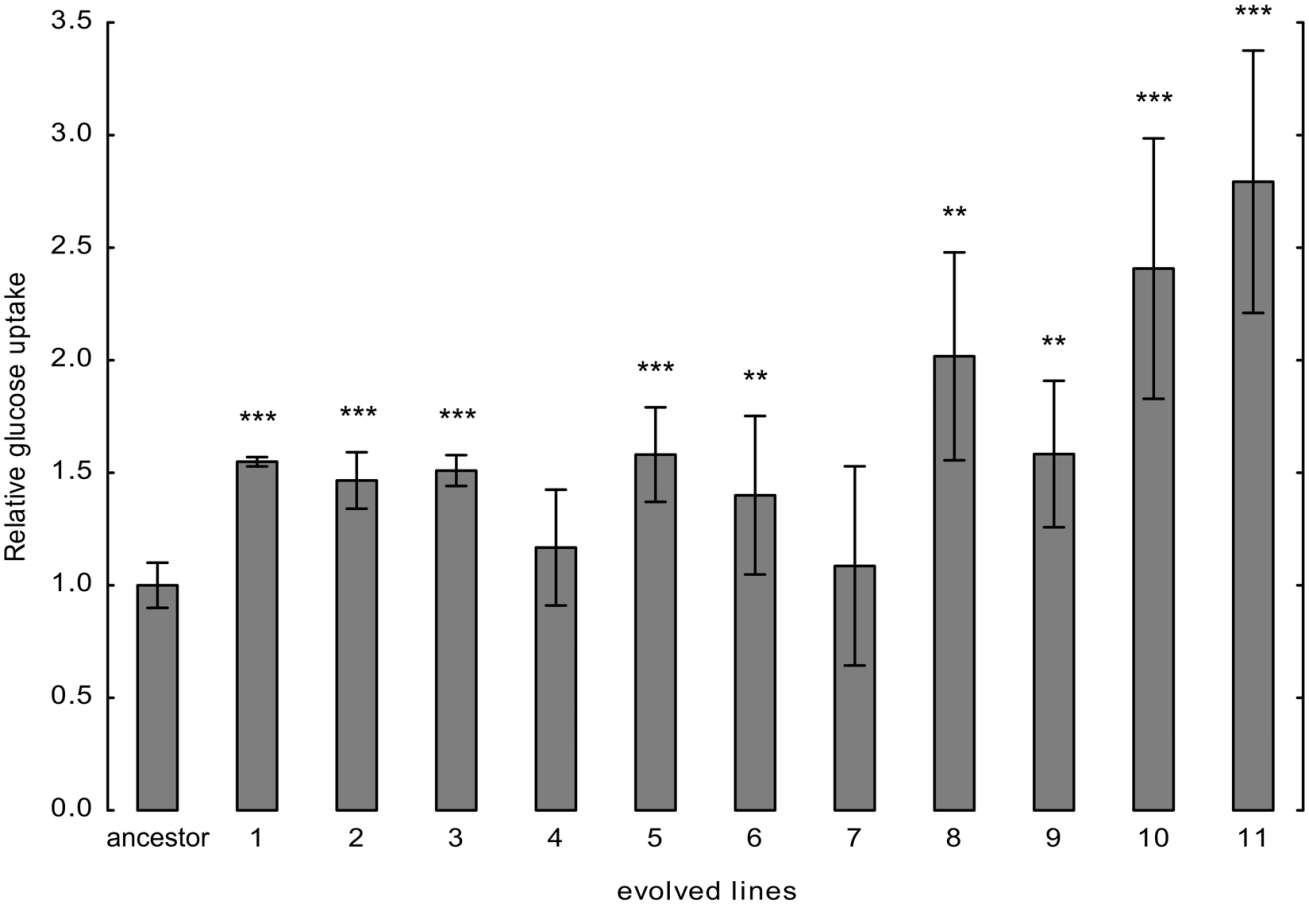
Glucose uptake in the ancestor and the evolved lines. After 15 h of growth, optical densities and medium glucose content were measured in parallel in the ancestor and the evolved lines. Glucose uptake rates were estimated by the drop of glucose content per cell. Glucose uptake rate per cell was normalized to that of the ancestor value. The bars indicate mean ± 95% confidence interval. Two-sample *t* test was used to assess difference in glucose uptake between the ancestor and the evolved lines. */**/*** indicates *p*-value < 0.05/0.01/0.001, respectively. To ensure that changes in glucose uptake reflect the impact of the accumulated mutations in the evolved lines (rather than the direct effects of mistranslation), tRNA_CAG_^Ser^ was swapped for the corresponding empty vector in the ancestor and the evolved lines.

Several mutations could be responsible for the observed increase in glucose uptake, two of which are especially noteworthy. Nine out of 11 strains carried a segmental duplication of chromosome 4, which spans over 540 kb (Table 1). This small region contains three genes involved in hexose transport (*HXT3* [S000002753], *HXT6* [S000002751], and *HXT7* [S000002750]). Significantly, prior work showed that when yeast is evolving in a glucose-limited environment, populations amplify an overlapping region of chromosome IV, which includes these high-affinity hexose transporters [36,37]. Moreover, *MTL1* (S000003255), a membrane sensor of stress during glucose starvation, was also mutated in seven lines independently. Taken together, the genetic and biochemical data suggest that the evolved lines demand more glucose for cellular proliferation.

### Impaired Ribosome Destruction As a Deleterious Side Effect of Adaptation

Last, we tested the response of the evolved lines to complete nutrient depletion. Using standard lifespan assays [38], we found that 8 out of the 11 studied evolved lines rapidly lost viability upon prolonged culturing in starvation (Fig 8A).

**Fig 8:**
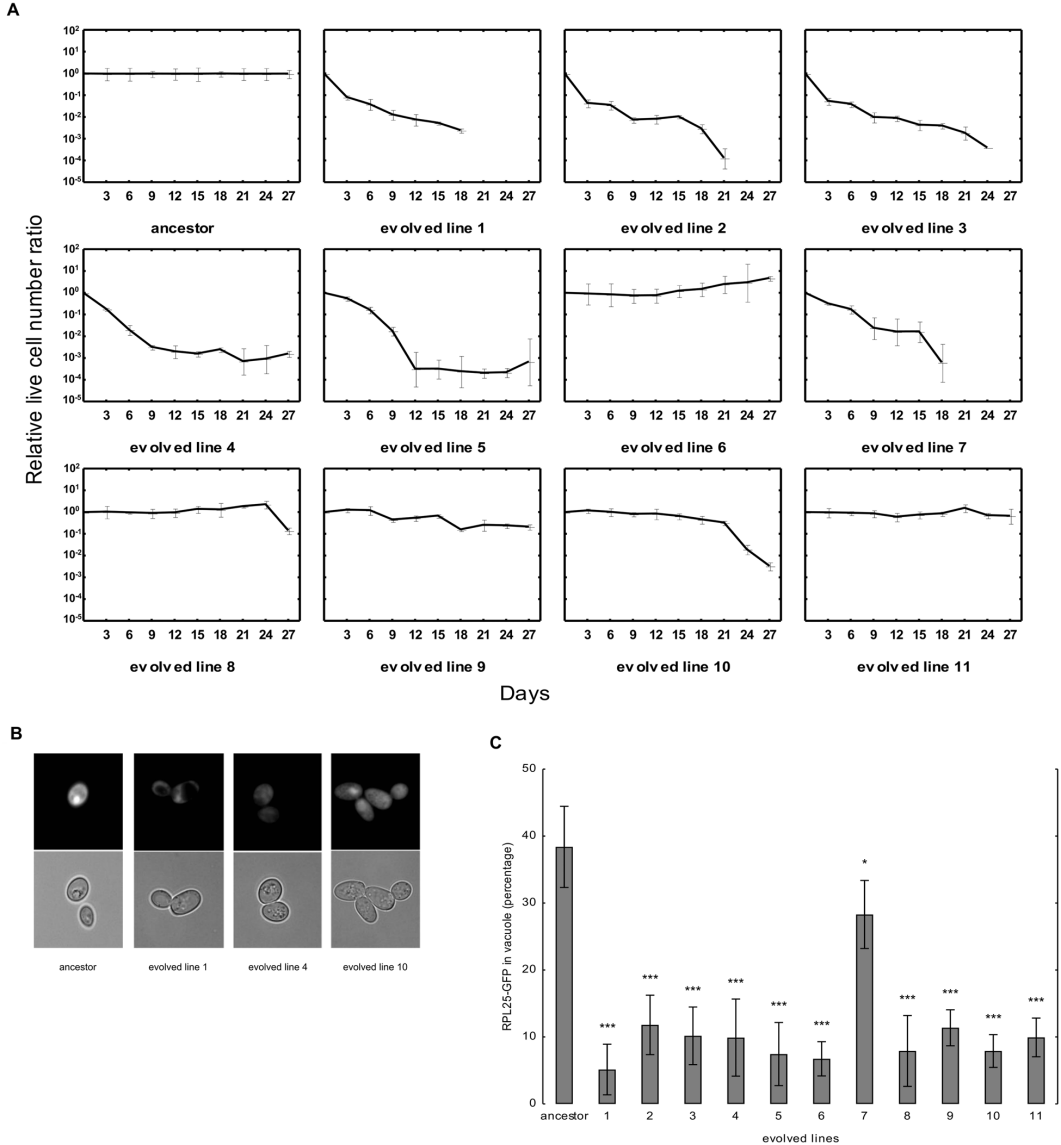
Side effects of adaptation to mistranslation. (A) Survival of the ancestor and the evolved lines upon prolonged starvation. Colony forming units were used as a proxy for live cell numbers. The colony forming units were counted every 3 d, and the ratio of live cells were calculated and normalized to the ancestor (upper left panel). The bars indicate mean ± 95% confidence interval. To ensure that changes in cell survival reflect the impact of the accumulated mutations (rather than the direct effects of mistranslation), tRNA_CAG_^Ser^ was swapped for the corresponding empty vector in the ancestor and in the evolved lines. (B) Distribution of Rpl25p-GFP in ancestor and evolved lines carrying tRNA_CAG_^Ser^. (C) Rpl25p-GFP relocalization upon starvation in the ancestor and the evolved lines carrying tRNA_CAG_^Ser^. Cells were grown to mid-log phase in starvation conditions for 24 h and were analyzed by epifluorescence microscopy. Cells with vacuolar fluorescence were manually counted. At least eight randomly chosen microscopic fields were counted, and approximately 100 cells per line were counted. The bars indicate mean ± 95% confidence interval. Mann-Whitney U test was used to assess the difference in Rpl25p-GFP relocalization between ancestor and evolved lines. *** indicates *p*-value < 0.001.

We suspected that changes in the ubiquitin-proteasome system could partly be responsible for these changes. Due to the exceptionally high energetic costs of translation, mature ribosomes are selectively degraded by autophagy upon nutrient starvation [39]. This pathway, termed ribophagy [39,40], has an important role in adjusting the number of ribosomes to match the cellular needs. Importantly, ribophagy crucially depends on the expression of *UBP3* [39]. Therefore, the evolved lines with loss of a single genomic copy of *UBP3* may exhibit impaired capacity to degrade mature ribosomes.

To analyze quantitative changes in ribosome destruction, an established protocol was used [27]. The ribosomal protein (Rpl25p [S000005487]) was tagged with green fluorescent protein (GFP). Whereas the fused protein is distributed evenly in the cytoplasm under nutrient-rich conditions, the protein accumulates in the vacuole during starvation [27]. As previously demonstrated, the level of cellular relocalization of this construct is a reliable indicator of ribosome turnover [27]. The evolved lines carried a single genomic copy of the *UBP3* gene, the only exception being line 7, where both copies remained intact (Table 1). Remarkably, all lines with reduced *UBP3* dosage showed markedly reduced Rpl25p–GFP levels in the vacuole during starvation compared to both line 7 and the corresponding ancestor (Fig 8B and 8C). We note also that Rpl25p–GFP level was still somewhat lower in line 7 than that in the ancestor, indicating the existence of other mutations influencing ribophagy.

Although we cannot exclude the possibility that some degradation occurs from unrelated processes, these results clearly indicate that vacuolar processing of Rpl25p–GFP proteins is impaired in the evolved lines. Finally, mortality rate upon starvation is expected to be a complex process also dependent on the rate of using the energy resources of the cell. Future works are needed to elucidate the molecular details of these processes.

## Discussion

The cellular damage of mistranslation can have many different sources [1], including (i) loss of protein function, (ii) extra clean-up costs by overloading the quality-control systems involved in degradation or refolding of misfolded proteins, and (iii) induction of toxicity by protein aggregation. To investigate how organisms mitigate the deleterious effects of mistranslation during evolution, a mutant tRNA was expressed in *S*. *cerevisiae*. The construct induced over a 1,000-fold increase in mistranslation at the CUG codon and exposed the global detrimental effects of codon-specific ambiguity on the proteome. By integrating evolutionary experiments and genomic and functional analyses of the evolved lines, the following main conclusions were reached.

First, the fitness defect due to mistranslation was rapidly mitigated during laboratory evolution. Evolution reduced the rate at which errors occur (error prevention) and mitigated the harmful effects of errors (error mitigation) as well. Interestingly, we failed to find evidence for mutations at individual CTG sites. This is not completely unexpected, as mistranslation at CUG codons affects thousands of sites simultaneously, each of which probably have a relatively small contribution to fitness individually. Therefore, the selection pressure for reduction of mistranslation rate locally (i.e., at individual genic sites) may be too small to be detected in the laboratory.

Second, our work demonstrates that mistranslation initiates rapid evolution of genomic architecture (see also [41]). Convergent evolution of nearly identical chromosomal duplications indicates that these mutational events confer specific fitness advantages [42–44], most likely by simultaneous dosage increment of protein complexes and cellular subsystems involved in error mitigation. Indeed, chromosomal duplications are known to promote microbial evolution under environmental stress [45–47]. Interestingly, we found repeated occurrence of loss of function mutations in a repressor of the transcription of histone gene (*HIR2* [S000005564]). Inactivation of *HIR2* decreases heterochromatin-mediated gene silencing and increases chromosomal instability due to defective kinetochore formation [48,49]. Future work should elucidate whether *HIR2*-mediated chromosomal instability promotes the rise of adaptive duplicated chromosome segments during evolution.

Third, reduction of protein aggregation was a main target of evolution. Indeed, maintenance of proteome homeostasis is crucial for cell survival [50]. Proteins must reach their native conformation, refolded when necessary, and damaged proteins must be degraded. Folding and degradation of misfolded proteins are assisted by the concerted action of molecular chaperones and the proteasome [51]. In times of proteotoxic stress caused by mistranslation, these protein quality-control mechanisms are overwhelmed, leading to the accumulation of misfolded proteins and protein aggregates [52].

Fourth, the evolutionary adjustment of proteome homeostasis to mistranslation is achieved through acceleration of protein turnover [53], a process that is determined by the combined rates of protein synthesis and ubiquitin-proteasome system mediated degradation. This is in agreement with prior works suggesting that proteins with high turnover rate and, thus, with short lifetime will have lower risk of misfolding than long-lived proteins [30]. As newly synthesized polypeptides compete for the protein folding machinery, a large fraction of error-free proteins are degraded shortly after translation [1]. Deubiquitinating enzymes, such as Ubp3p, have a central role in rescuing misfolded but partly active proteins from proteasomal degradation [32].

Fifth, there is a strong evolutionary trade-off between survival under starvation and adaptive mechanisms underlying tolerance to mistranslation. The evolved lines showed fitness defects and impaired capacity to degrade mature ribosomes upon nutrient limitation. Moreover, as a response to the energy demands of accelerated protein turnover, the evolved lines exhibited increased glucose uptake partly achieved by selective duplication of hexose transporter genes.

To summarize, accelerated protein turnover is an effective first line of defense against protein mistranslation, but due to its exceptionally high energetic demand, this strategy is only feasible in nutrient-rich environments. This leads to the prediction that translation fidelity should vary across environments: microbes living in nutrient-poor conditions are expected to show much less tolerance to mistranslation. Due to the shortage of comparative data on translational fidelity across related microbial species, testing this prediction is not yet possible.

Robustness to mistranslation in our study was achieved by disposing of proteins prone to aggregation rather than by improving the efficiency of protein folding of individual proteins. An unexpected aspect of our work is that there were no mutations found in known chaperone-encoding genes. Moreover, functional enrichment analysis (Table 2) revealed that the accumulated mutations had no major effect on the expression level of chaperone-encoding genes. 

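The 51 chaperone genes outside the segments of S2 Table had a median log2 change of -0.043 in B3 (line 1), with 22 genes higher and 29 lower (camera in limma, adjusted p = 0.508). In D11 (line 4) the median was -0.076, again with 22 genes higher and 29 lower (adjusted p = 0.366). No chaperone gene was called higher in either line, while 2 were called lower in B3 and 5 in D11. The mean in D11 was -0.26. H9 had a median of -0.15 with 43 genes lower (adjusted p = 0.0283), which fry did not call (adjusted p = 0.0667). Centred on the chromosomes without copy number changes, the median in B3 changed sign to 0.018. With all 61 chaperone genes it was 0.041, and without the second ancestor array 0.003.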

Probably, such mutations would be of little or no benefit, as a large fraction of mistranslated proteins in our study is damaged beyond repair. Indeed, CUG-encoded residues in yeast proteins are mostly buried and located in functionally conserved positions [17]. Moreover, given the large differences in Ser and Leu in chemical properties (including hydrophobicity), this amino acid change is expected to cause abrupt changes in protein structure.

Our work has several other implications for future studies. It supports the idea that partial or complete chromosome duplications fuel rapid evolutionary adaptation [42–44]. By altering the dosages of numerous, functionally related proteins simultaneously, these genetic changes introduce large phenotypic leaps that enable adaptation even in relatively small populations [44]. However, a prior study suggested that due to their deleterious side effects, chromosomal duplications are only transient solutions that are later augmented or replaced by more refined mechanisms through individual point mutations [47].

Protein turnover decreases with age in unicellular and multicellular organisms alike, resulting in an increase in the amount of intracellular damaged proteins [53]. Decreased protein turnover rate with age is the result of cumulative damage to the various components of the protein synthesis and degradation machinery [53]. Our work indicates that translational fidelity and the ubiquitin-proteasome system are functionally linked to each other and they could have a strong influence on cellular longevity.

Our work focused on the detrimental effects of mistranslation. However, as mistranslation triggers an unfolded protein stress response, it also facilitates survival under acute stress [16,54]. It would be important to see whether evolution of tolerance to mistranslation interferes with such adaptation. There might be a strong negative trade-off between cellular robustness to mistranslation and mistranslation-mediated preadaptation to stressful conditions. This possibility can readily be tested in the laboratory.

Finally, our work also sheds light on the problem of genetic code evolution [55]. Natural alterations to the standard genetic code have been discovered in many species. Interestingly, *Candida albicans* maintained variable serine and leucine incorporation levels at CUG sites [56]. The “ambiguous intermediate” theory states that tRNA mutations expand the decoding capacity of tRNA, leading to a transient state of ambiguous decoding of a single codon by both its cognate tRNA and the mutant tRNA. Proponents of the theory argued that such codon ambiguity is an important first step for gradual codon reassignments [57]. However, this initial step of ambiguous decoding is expected to lead to a serious decline in fitness due to the synthesis of non-functional or toxic proteins. Our work suggests that this problem is not fatal for the ambiguous intermediate theory. Selection pressure against genotypes with ambiguous decoding may only be temporary, as organisms can readily evolve tolerance to mistranslation.

## Materials and Methods

### Yeast Strains and Plasmids

*S*. *cerevisiae* strains used in this study were self-diploids based on BY4742 background (MATα; *his3Δ1; leu2Δ0; lys2Δ0; ura3Δ0*). CUG ambiguous cells were obtained by transformation with the single-copy *LEU2* plasmid containing the *C*. *albicans* G_33_-tRNA_CAG_^Ser^ gene (pUKC715) [18]. Control cells were transformed with the single-copy vector pRS315 (vector alone). Yeast transformations were carried out using the lithium-acetate method [58]. Transformants were selected on leucine dropout synthetic complete medium (SC-leucine: 5g/L ammonium sulfate, 1.7 g/L Yeast Nitrogen Base, supplemented with 2% glucose and with amino-acid mix, without leucine).

### Laboratory Evolution

Laboratory evolution experiment was conducted using leucine dropout synthetic complete liquid medium (SC-leucine). Starting from a single clone carrying tRNA_CAG_^Ser^, 11 populations were inoculated into 100 μl liquid medium in a 96-well format plate (Greiner) and were incubated at 30°C in a shaking incubator. Using the same protocol, we also established 11 control wild-type evolving lineages carrying the corresponding empty vector. One percent of the stationary phase cultures were transferred to fresh medium every second day using handheld pintools (VP407, V&P Scientific, Inc.). The laboratory evolution was carried out for 72 d.

### Fitness Measurements

We used established protocols specifically designed to measure fitness in yeast populations [21,22]. The fitness of the ancestor and the evolved lines were measured in 10–20 replicates each. The growth curves were monitored over a 48 h incubation period in a Biotek Powerwave XS2 automated plate reader in 384 density plates filled with SC-leucine liquid medium. During the kinetic run, the optical density of each well was recorded at 600 nm (OD_600_) every 4.5 min. Between the optical readings, the cultures were incubated at 30°C, with alternating shaking speed (1,000–1,200 rpm). Growth rate was used as proxy for fitness and was estimated as previously [59].

### Sensitivity to Protein Synthesis Inhibitors

To test the sensitivity to protein synthesis inhibitors, the culture medium was supplemented with subinhibitory concentration of cycloheximide (0.06 μg/ml, Biochemica). Fitness was estimated as above.

### Sensitivity to Nutrient Limitations

To test the sensitivity under nutrient limitations, culture medium with limited carbon source (SC-leucine supplemented with 1% glucose) and culture medium with limited amino acid source (SC-leucine supplemented with 0.25% amino acid dropout mix) was used. Fitness was estimated as above.

### Plasmid Swap

To test whether the detected fitness improvements in the evolved lines were not due to loss of function mutations in the mistranslating tRNA_CAG_^Ser^ plasmid, which could potentially arise during the course of laboratory evolution, the tRNA_CAG_^Ser^ plasmid was swapped with the original tRNA_CAG_^Ser^ plasmid in the evolved lines. To investigate the effects of genomic mutations in the absence of high mistranslation rate, the tRNA_CAG_^Ser^ carrying plasmid was eliminated, and the empty vector was introduced into the evolved lines. For each strain, we confirmed tRNA_CAG_^Ser^ loss and subsequent plasmid gain using the appropriate plasmid marker.

### Quantification of Protein Synthesis

The quantification of translation rate was done by using protein pulse labeling method with [^14^C(U)]-L-Amino Acid Mixture [25,26]. Amino acid incorporation was performed for the wild type and all evolved lines without the plasmid containing the tRNA_CAG_^Ser^ in 15 replicates each. Briefly, 2 × 10^7^ cells were collected, re-suspended into 2 ml of pre-warmed minimal medium and the suspension was incubated 20 min at 30°C with agitation. 20 μl of cold [^14^C(U)]- L-Amino Acid Mixture was added (Perkin Elmer, 0.1 mCi/ml) and the mixture was incubated 10 min at 30°C with agitation. Amino acid incorporation was stopped by the addition of 60 μl of cycloheximide (20 mg/ml) and ice incubation. Cells were washed once with cold water and frozen at -80°C. Protein was then extracted by re-suspending cell pellets in 300 μl Lysis buffer (50 mM potassium phosphate buffer pH 7, 1 mM EDTA, 5% (V/V%) glycerol, 1 mM phenylmethylsulfonyl fluoride, complete mini protease inhibitor cocktail (Roche) and 100 μl of glass beads. Cells were disrupted using a Precellys (Bertin Technologies, Montigny-le-Bretonneux, France) disrupter (five cycles of 10 s at 5,000 rpm and 1 min on ice between cycles) and centrifuged at 5,000 g for 10 min. A total of 50 μl of supernatant was applied on 1 cm^2^ square paper microfiber filter (GF/C, Whatman, Maidstone, United Kingdom). Amino acid incorporation was measured using a scintillation counter (Beckman) and protein extracts were quantified using the bicinchoninic acid (BCA) protein quantification Kit (Pierce. Rockford, IL, United States). [^14^C(U)]-L-Amino acid incorporation was normalized against the total amount of protein for each.

### Measuring Mistranslation Rate

In order to check for a possible reduction in mistranslation rate, the misreading activity of the tRNA_CAG_^Ser^ in the ancestor and evolved lines was tested using the β-galactosidase method [10]. Nine replicates of ancestor and evolved lines were used per assay. The *E*. *coli LacZ* gene contains 54 CTG codons and misincorporation of Ser at these Leu codons generates a combinatorial array of mutant β-galactosidase molecules (statistical β-gal) whose altered stability can be quantified using thermal denaturation assays.

Yeast cells containing the empty vector and the tRNA_CAG_^Ser^ plasmid, respectively, were co-transformed with the pUKC815 plasmid, which contains the promoter of yeast phosphoglycerate kinase (*PGK1* [S000000605]) gene, the N-terminal 33 amino acids of *PKG1* gene fused in frame to the *E*. *coli lacZ* gene, encoding β-galactosidase [20]. Yeast cells expressing both plasmids were selected in leucine and uracil dropout SC medium. Approximately 2.5 × 10^6^ ancestor and evolved cells from the exponential phase were harvested by centrifugation, respectively. Cells were washed and resuspended in 800 μl of Z-buffer (60 mM Na_2_HPO_4_, 40 mM NaH_2_PO_4_·2H_2_O, 10 mM KCl, 1 mM MgSO_4_·7H_2_O, 50 mM 2-mercaptoethanol, pH 7.0), 20 μl of 0.1% SDS, and 50 μl of chloroform. Cell suspensions were mixed for 30 s and incubated in triplicate at 47°C in a water bath for 10 min. This β-galactosidase unfolding step was followed by a refolding step, which was carried out by incubating samples on ice for 30 min. Residual β-galactosidase activity was then quantified at 37°C. For this, the assay tubes (200 μl) were incubated for 5 min at 37°C and then 4 mg/mL of the *ο*-nitrophenyl-β-D galactopyranoside (ONPG, Sigma-Aldrich) substrate were added to each tube. After 5 min, the reactions were stopped by the addition of 400 μl of 1M Na_2_CO_3_. β-galactosidase activity was determined by monitoring *ο*-nitrophenol synthesis at 420 nm and normalized for the total β-galactosidase produced by each line.

### Quantification of β-galactosidase Expression (Western Blot)

To control for potential differences in total β-galactosidase expression across strains, we quantified β–galactosidase expression level using western blot. Total protein fractions were analyzed under reducing conditions using 10% SDS-PAGE and blotted onto nitrocellulose membranes (Hybond ECL, Amersham) according to standard procedures. β-galactosidase was detected using anti-β-gal rabbit IgG primary antibody (Invitrogen) at 1:5,000 dilution. Bound antibody was visualized by incubating membranes with a IRDye680 goat anti-rabbit secondary antibody (Li-cor Biosciences, Lincoln, NE, US) at 1:10,000 dilution. Detection was carried out using an Odyssey Infrared Imaging system (Li-cor Biosciences). The amount of β-galactosidase was normalized to the amount of *ADH1* (S000005446) present in the total protein fraction.

### Measuring Protein Aggregation Rate

An established method was applied to estimate cellular propensity for protein aggregation [27]. It is based on the aggregation of a fluorescently tagged human protein (von-Hippel-Lindau [VHL-mCherry]). This human protein is prone to misfolding in the absence of its cofactor elongin BC, a protein absent from the *S*. *cerevisiae* genome. However, the active quality-control machinery of *S*. *cerevisiae* can prevent the aggregation of this fusion protein. It results disperse cytosolic localization of the mCherry. Upon accumulation of erroneous proteins, the control machinery becomes overloaded, and the human protein becomes aggregated, while the fluorescent tag remains functional. In this case, the red fluorescence will appear as an aggregated focus point. The expression of the VHL-mCherry was driven by a galactose inducible promoter, from a plasmid (pGAL-VHL-mCherry [CHFP]). Six replicates of ancestor and wild-type strains and 3 replicates of evolved lines were grown on leucine and uracil dropout SC medium, containing 2% raffinose as carbon source. Saturated cultures were diluted into the same selection medium, which contains 2% raffinose as carbon source and 2% galactose, to induce the expression of the fusion protein. Micrographs were taken from live cells using PerkinElmer Operetta High Content Imaging System. The ratio of cells with aggregated foci was calculated by dividing the number of cells with aggregated foci with the total number of cells expressing VHL-mCherry.

### Quantification of tRNA Expression by Northern Blot

The level of the mistranslating tRNA (expressed from single-copy plasmids) was monitored by northern blot analysis. *C*. *albicans* SN148 ancestor empty vector cells were used as positive control. Fractionation of tRNAs was carried out on 12%–15% polyacrylamide (40% Acril:Bis) gels containing 8 M urea (0.8 mm thick, 30 cm long). In each gel slot, 50 μg of total RNA sample was loaded and gels were electrophoresed at 500 V for 16 h. Fractioned tRNAs were localized by UV shadowing, the portion of the gel containing tRNAs was cut and transferred onto a nitrocellulose membrane (Hybond N, Amersham) using a Semy-dry Trans Blot (Bio-Rad). For hybridization, probes were prepared using 10 pmol of dephosphorylated oligonucleotide and 4 μl of ɣ-^32^P-ATP (5000Ci/mmol) (Perkin Elmer) in 1x T4 kinase buffer, 10 mM spermidine and 16 units of T4 kinase (Takara). Labelling reactions were incubated at 37°C for 1 h and then probes were extracted using phenol:chloroform:isoamyl alcohol (PCIA). The hybridization protocol was performed as described by Jacques Heitzler and colleagues [60]. Membranes were pre-hybridized for 30 min at 55°C in a hybridization solution [5x Denhardt’s solution (1% Ficol, 1% Polyvinylpyrrolidone and 1% Bovine serum albumin), 6x SSPE (3 M NaCl, 173 mM NaH_2_PO_4_, 25 mM EDTA) and 0.05% SDS]. Membrane hybridizations were performed overnight in the above buffer using probes GCGACACGAGCAGGGTTC for detection of tRNA^Ser^_CAG_ and GCGGAAGCCGGGAATCGAAC for detection of the control tRNA^Gly^_CCC_. Membranes were then washed four times (3 min each time) in 2x SSPE, 0.5% SDS at 53°C and exposed overnight with intensifying screens and developed using a Molecular Imager FX (Bio-Rad).

### Proteasome Activity Quantification

In ancestor and evolved lines, proteasome activity was quantified as described previously [19] in three replicates each. From the middle of the exponential phase, 2 × 10^8^ cells were collected, washed and frozen at -80°C. Cell pellets were resuspended in 350 μl of lysis buffer (10 mM Hepes, 10 mM KCl, 1.5 mM MgCl), two-thirds volume of glass beads and were disrupted using a Precellys disrupter (three cycles of 10 s at 5,000 rpm followed by 2 min on ice between cycles). Pellets were centrifuged for 5 min at 3,000 g followed by 10 min at 15,000 g. Protein extracts were quantified using the BCA protein quantification kit (Pierce). 100 μg of protein extracts were resuspended in assay buffer (10 mM Tris pH 8, 20 mM KCl, 5 mM MgCl) to a final volume of 100 μl and were incubated at 37°C for 15 min. The proteasome substrate N-SLLVY-MCA (Sigma) was added to a final concentration of 50 μM, and cells were incubated at 37°C during 60 min with agitation. Activity was measured using a Perkin Elmer Luminescence Spectrometer (LS 50B) at 365 nm (excitation) and 435 nm (emission).

### Measuring Glucose Uptake

Glucose uptake of the cells were measured as described previously [35]. Briefly, 3–3 replicates of wild type and evolved lines (in absence of the mistranslating tRNA_CAG_^Ser^) were inoculated into 20 ml of leucine dropout SC liquid medium to an initial optical density of 0.01. The cultures were incubated at 30°C, shaking at 200 rpm. Optical densities were recorded every 3 h. Glucose content of the media was measured using Glucose assay HK kit (Sigma) in parallel with optical density measurements. To assess glucose uptake rate, the measured glucose content in the medium was normalized to the cell number (calculated from the OD) of the given line.

### Quantification of the Ribosomal Protein Rpl25p

Ancestor and evolved strains expressing the tRNA_CAG_^Ser^ were transformed with plasmid pRS316-*RPL25*-GFP [38] and were grown in minimal medium without leucine and uracil to an OD_600_ = 0.2–0.8. Nine to 11 replicates were used for each strain. Cells were pelleted at 3,000 g for 5 min. The supernatant was removed and after a washing step, the cells were incubated for 24–48 h in starvation medium (0.17% yeast nitrogen base without amino acids and without ammonium sulfate, 2% glucose). Cells were then poured onto a microscope slide previously coated with a bed of 1% of agarose. The localization of GFP-tagged proteins was scored after 24 h using a Zeiss MC80 Axioplan 2 light microscope, equipped for epifluorescence microscopy with the filter set HE38. Microscope fields were randomly chosen and at least 100 cells were analyzed per sample. Photographs were taken using an AxioCamHRc camera and the number of cells with vacuolar fluorescence was counted and normalized for the total number of cells [61].

### Starvation Assay

To measure chronological lifespan, a previously described method was used [38]. Briefly, the ancestor and evolved lines (in absence of tRNA_CAG_^Ser^) were inoculated into 10 ml leucine dropout SC medium, three replicates each. The medium was supplemented with a 2-fold excess of the histidine, methionine and uracil to avoid possible artifacts due to auxotrophic deficiencies of the strains. Initial densities of the cultures were set to OD_600_ = 0.05. After 3 d of growth, when the cultures reached saturation, aliquots from the culture were collected and were plated onto YPD plates in serial dilutions. The plates were incubated in 30°C for 2–3 d, and viability was assessed by counting colony forming units. The viability at this time point was considered as initial viability (100%). Cells from saturated cultures were washed and resuspended in sterile water, to remove excess nutrients, originating from autolysed cells. The cultures were kept on incubating at 30°C with shaking, and in every 3 d, the same volume of aliquots were collected and subjected to viability assessment as mentioned above.

### Genomic Expression Profiling

Total RNA was extracted using the hot-phenol method [62] with few modifications. Briefly, 50 ml of exponentially growing cells were harvested and frozen overnight at −80°C. Cell pellets were resuspended in 0.5 ml of lysis buffer (10 mM Tris pH 7.5, 10 mM EDTA, 0.5% SDS) and 0.5 ml of acid phenol chloroform (5:1 pH 4.7, Sigma). The samples were vigorously mixed and heat incubated at 65°C for 1 h. The aqueous phase was separated from the phenolic phase by centrifugation at 4°C. The aqueous phase was re-extracted with the same volume of chloroform:isoamyl alcohol (24:1, Fluka). RNA was precipitated overnight at −80°C with ethanol 100% and 3 M sodium acetate pH 5.2. RNA was pelleted by centrifugation and resuspended in sterile MilliQ water. Total RNA samples were treated with *DNase*I (Amersham Biosciences) according to the commercial enzyme protocol and quantification and quality control was performed using the Agilent 2100 Bioanalyzer system.

Gene expression profiling was performed using the Agilent protocol for One-Color MicroarrayBased Gene Expression Analysis Quick Amp Labeling v5.7 (Agilent Technologies). Briefly, cDNA was synthesized from 600 ng of total RNA using Agilent T7 Promoter Primer and T7 RNA Polymerase Blend and labeled with Cyanine 3-CTP. Labeled cDNA was purified with RNeasy mini spin columns (QIAGEN) to remove residual Cyanine 3-CTP. Dye incorporation and quantification was monitored using the Nanodrop 1000 Spectrophotometer.

To prepare hybridization, 1.65 μg of Cy3-labeled cRNA were mixed with the fragmentation mix (Blocking Agent and Fragmentation Buffer) and incubated for 30 min at 60°C. Finally, GEx Hybridization Buffer HI-RPM was added and the preparation was assembled in the custom made Agilent arrays (yeast G4813A). Slides were prepared using Agilent gasket slides according to the manufacturer instructions. Each hybridization was carried out for 17 h at 65°C, in an Agilent hybridization oven. After washing and drying, the microarrays were scanned using the Agilent G2565AA microarray scanner (Agilent).

### Microarray Data Extraction and Analysis

Probes signal values were extracted from microarray scan data using Agilent Feature Extraction Software (Agilent). The microarray raw data was submitted to the GEO database and has been given the following accession number: GSE65718. Data were normalized using median centering of signal distribution with Biometric Research Branch BRB-Array tools v3.4.0 software. Microarray data analysis was carried out with MEV software (TM4 Microarray Software Suite) [63]. 

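The methods' t-test was also run on the median-centred values of the 5912 genes, between each evolved lineage and the ancestor, both with the empty vector. At the stated threshold it gave 1341 genes in B3, 594 in D11 and 155 in H9. Together with a 2-fold change, these became 250, 216 and 35 genes. After Benjamini-Hochberg adjustment without the fold limit, 1630 genes passed in B3, 138 in D11 and 7 in H9. B3 and the ancestor had 2 arrays each in this comparison.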

Student’s *t* test was applied to identify genes that showed statistically significant (*p* ˂ 0.01) differences in expression between control (ancestor with empty vector) and evolved lineages.

### DNA Sequence Analysis

Genomic DNA extraction was carried out using the Genomic-tip 100/G kit (Qiagen) according to the manufacturer’s protocol. Quantification and quality assessment were performed using the Picogreen fluorescence based quantification assay.

For Illumina sequencing, genomic DNA was prepared and sequenced using the manufacturer-supplied protocols and reagents, as follows. One library per sample was constructed using Illumina DNA Sample Prep standard protocol and with an insert size of 400–500 bp. Briefly, 5 μg of high molecular weight genomic DNA (gDNA) was fragmented by Covaris sonication device. Following sonication, DNA fragments were end-repaired and A-tailed. Adapters were then ligated via a 3′ thymine overhang. Finally, ligated fragments were amplified by PCR. The library was applied to an Illumina Flowcell for cluster generation. Sequencing was performed on a Genome Analyzer IIx instrument using ~150 bp paired-end reads.

### Bioinformatic Analysis

Raw sequence data, 146 bp paired end reads with expected insert size of 400–500 bp, from each sample were trimmed by removing consecutive bases on both 5′- and 3′ flanks with base quality less than 20. Trimmed reads that did not pass filtering criteria for ambiguity (N content < 5%), complexity (score ≥ 10), length (50 bases or longer), and average base quality ≥ 20 were removed using Bamtools [64].

Remaining reads were mapped to the reference genome of *Saccharomyces cerevisiae* S288C, obtained from the Saccharomyces Genome Database [65] using BWA [66]. Processing and filtering of mapped reads were done using Samtools [67]. After removal of duplicates, read pairs aligning to opposite strands, or those where predicted insert size did not match actual size, were removed. Additionally, read pairs were removed where one or both reads had low mapping quality (MQ < 20) or had less than 95% sequence identity to the reference.

Mapped reads were analyzed using Samtools to produce read pileups [67], detect single nucleotide variants and call genotypes. Small insertions and deletions (indels) were not called. Bases with low base quality or with read depth less than three or higher than twice the sample average coverage were called as unknown genotype. Sequencing data were archived in the European Nucleotide Archive under accession number PRJEB8951.

### Functional Enrichment Analysis

Funspec (acronym for "Functional Specification"), a web-based cluster interpreter for yeast [23] was used for functional enrichment analysis. The gene set of interest was uploaded to the web interface of Funspec and clustering was done using automated algorithms, based on various knowledge resources. Intersections of the input list were sought with any given functional category. A GO category was termed as enriched significantly, if the genes annotated to a particular GO term are significantly overrepresented (*p* < 0.05) in the given gene set, using the whole genome as the background set of genes.

### Accession Numbers

The accession numbers for genes mentioned in this paper are from the Saccharomyces Genome Database (http://www.yeastgenome.org).

## Supporting Information

S1 Data All data used to create figures in the manuscript. The file contains the datasets used to create the manuscript figures. Specifically, it contains relative fitnesses, genomic expression changes, protein synthesis rates, relative B-gal activities, the ratio of cells with aggregated foci, relative proteasome activities, glucose uptake rates, live cell number ratios, and Rpl25p-GFP ratios in vacuole in the evolved and ancestor lineages.
(XLSX) Click here for additional data file.

S1 Fig Laboratory evolution under low mistranslation. Wild-type yeast cells (carrying no tRNA construct) were allowed to evolve in the laboratory. Growth rate was used as a proxy for fitness.
(TIF) Click here for additional data file.

S2 Fig The sequence alignment of tRNA_CAG_^Ser^ genes isolated from the evolved lines. No mutations were found in the construct.
(TIF) Click here for additional data file.

S3 Fig Expression of the mutant tRNA in ancestor and evolved lines. tRNA_CAG_^Ser^ expression was quantified relative to *Candida albicans* SN148 after normalization to the control tRNA expression (tRNA_CCC_^Gly^). The bars indicate mean ± 95% confidence interval. Two-sample *t* test was used to assess difference in fitness between ancestor and evolved lines. ** indicates *p*-value < 0.01.
(TIF) Click here for additional data file.

S4 Fig Relative fitness of wild type and evolved lines under nutrient limitation. (A) Relative fitness of ancestor and evolved lines on limited carbon source (SC-leucine supplemented with 1% glucose). Growth rate (calculated by monitoring optical density) was used as a proxy for fitness. Fitness values were normalized to the wild-type control carrying no tRNA_CAG_^Ser^ construct. The bars indicate mean ± 95% confidence interval. Mann-Whitney U test was used to assess difference in fitness between ancestor and evolved lines. */**/*** indicates *p*-value < 0.05/0.01/0.001, respectively. To ensure that differences in fitness values reflect the impact of the accumulated mutations in the evolved lines (rather than the direct effects of mistranslation), tRNA_CAG_^Ser^ was swapped for the corresponding empty vector in the ancestor and the evolved lines. (B) Relative fitness of ancestor and evolved lines on limited amino acid source (SC-leucine supplemented with 0.25% amino acid dropout mix). Growth rate (calculated by monitoring optical density) was used as a proxy for fitness. Fitness values were normalized to the wild-type control carrying no tRNA_CAG_^Ser^ construct. The bars indicate mean ± 95% confidence interval. Mann-Whitney U test was used to assess difference in fitness between ancestor and evolved lines. */**/*** indicates *p*-value < 0.05/0.01/0.001, respectively. To ensure fitness values reflect the impact of the accumulated mutations in the evolved lines (rather than the direct effects of mistranslation), tRNA_CAG_^Ser^ was swapped for the corresponding empty vector in the ancestor and the evolved lines.
(TIF) Click here for additional data file.

S1 Table The list of mutated genes with non-synonymous mutations. (XLSX) Click here for additional data file.

S2 Table Mutations identified by Illumina next-generation sequencing. The table contains all the identified de novo mutations in the sequenced genomes. Legend for the sheet "de novo SNPs," column name and variable description: **evolved line—**coding number of the evolved line; **chromosome—**number of the chromosome of the mutational event; **position—**position of the mutational event on the given chromosome; **reference**—nucleotide sequence of the reference strain at the given chromosomal position; **altered**—mutated nucleotide sequence at the given chromosomal position; **target gene ID**—systematic name of the gene affected by the given mutational event, or "no gene around" if the mutation is farther than 500 nt upstream, or 150 nt downstream of any gene; **bio type**—describes whether gene of "target gene ID" codes for protein or tRNA; **effect**—describes the effect of the mutational event on protein coding; **old AA/new AA**—the amino acid coding is given at the corresponding position before and after the mutational event. Legend for the sheets "de novo duplications" and "ancestral duplications," column name and variable description: **evolved line—**coding number of the evolved line; **chromosome**—number of the chromosome of the mutational event; **start position**—start position of the duplication on the given chromosome; **end position**—end position of the duplication on the given chromosome
(XLSX) Click here for additional data file.

S3 Table RNA microarray analysis results. The table contains microarray data on all ancestor and evolved lines subjected to microarray analysis. Legend for the sheets "Evolved line 1" and “Evolved line 4”: **GENE SYMBOL—**The systematic name of the gene of which expression level is shown in the table in the given row; **Description**—Functional description of the gene of which expression level is shown in the table in the given row; **Log Fold change**—log2 mRNA expressions of the given evolved lineage normalized to the ancestor; **CNV (-1 chromosome deletion, +1 chromosome duplication, 0 no change)**—Copy number changes of the chromosomal region in which the give gene is located.
(XLSX) Click here for additional data file.

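The sheets of S3 Table list a log2 fold change and a copy number class for each gene, for lines 1 and 4. The fold changes match the deposited series values, which are the log2 of the background-subtracted signal with each array shifted by a constant to the level of the first array. Spots without a positive signal are listed at 0 in those values, such as 892 spots of the third D11 array with the empty vector and 421 of the first ancestor array with the empty vector. The processed signal used for the other values here replaces such spots with a small positive value. Median-centred processed signal gave a Spearman correlation across genes with the listed values of 0.986 for line 1 and 0.956 for line 4. For line 1, 25.0% of the genes lay within 0.01 of the listed value, and for line 4, 3.9% did. Among the genes compared, S3 Table classes 22 as deleted and 0 as duplicated in line 1, and 52 as deleted and 288 as duplicated in line 4. Only the first part of each sheet was used here.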

S4 Table SNPs found in tS(AGA)D3, a serine-coding tRNA. (XLSX) Click here for additional data file.

## Abbreviations

BCA: bicinchoninic acid
GFP: green fluorescent protein
GO: gene ontology
Leu: leucine residue
OD_600_: optical density at 600 nm wavelength
rRNA: ribosomal RNA
SC: synthetic complete
Ser: serine residue
SerRS: Seryl-tRNA synthetase
SNP: single nucleotide polymorphism
tRNA: transfer RNA
Ty element: transposon of yeast element
VHL: von Hippel–Lindau
β-gal: β-galactosidase

How the deposited data were processed for this re-analysis (not part of the article)

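Gene expression was measured on 22 one-colour Agilent arrays of self-diploid yeast of the BY4742 background. The 8 groups were the ancestor and the evolved lineages B3, D11 and H9, each with the single-copy plasmid carrying the mistranslating tRNA or with the empty vector. The ancestor and B3 with the empty vector had 2 arrays, and the other groups had 3. Groups were taken from the labels alone. Lineage names were paired with the paper's line numbers only after S3 Table had been compared with the differences between groups, which made B3 line 1 and D11 line 4.

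The authors deposited spot intensities made by the Feature Extraction software, which subtracts the background, removes a spatial trend and gives dim spots a small positive processed signal. Their Methods state median centring of the signal distribution and Student's test. The authors also deposited a series table of log2 values. On every array these were found to be the log2 of the background-subtracted signal plus 1 constant per array, within 0.001 for each spot with a positive signal, and all spots without a positive signal are listed at 0. The genome of the array design is older than the R64 annotation used here, so R64 gave only gene names and the order of genes, and no position from it is reported. Of the 6225 genes on the array, 5722 were matched to it, 5590 of them among the genes tested. Genes that it lacks were placed by their systematic names.

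Of 13048 spots per array, 12512 were not controls. They make up 6256 probes with 2 spots each. Spots marked as outliers were left out, which removed both spots of a probe in 4 cases, and no spot was saturated. The log2 of the processed signal was taken, the median of the array over probes that are not controls was subtracted, and spots of a probe and then probes of a gene were averaged. A probe was kept where at least 1 of its spots was well above background on every array of at least 1 group, which left 5940 probes and 5912 genes. Median signals per array were 1032 to 1097 in the ancestor with the empty vector, 899 to 1784 in the ancestor with the tRNA, 1155 to 1203 and 963 to 1315 in B3 without and with the tRNA, 356 to 1221 and 567 to 956 in D11, and 810 to 2278 and 1013 to 1302 in H9. The number of arrays limits the precision, and the spread was therefore shared over all groups.

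Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 1 coefficient per group, 14 residual degrees of freedom and 2.43 prior degrees of freedom. The 10 comparisons were each lineage against the ancestor with the empty vector on both sides, with the tRNA on both sides, and, as an alternative, with the tRNA in the lineage alone, together with the ancestor with the tRNA against the ancestor with the empty vector. The difference between the responses of a lineage and of the ancestor to the tRNA was tested beside these. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change. Where a gene was not well above background on any array of a group, its fold is given as a bound, from the mean of the brighter group against the mean, per array, of the higher of the lowest signal well above background and the gene's own signal.

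Of the 9 segments and whole chromosomes, 8 came from S2 Table, and chromosome XIII was added because the legend of Fig 2 names it. Their mean log2 difference from the ancestor was taken per array. The 11 gene sets were written before the data were examined, from the categories of Table 2, the chaperones named in the Discussion and a few added sets, and used without their members in any segment of S2 Table. Segments and sets were tested with camera in limma (inter-gene correlation 0.01), with fry and with camera under an estimated correlation, and adjusted over 90 and 110 tests. Differences between lineages were tested the same way, over 60 tests. Exact permutation tests over arrays are two-sided. Correlations across genes are Spearman's over 4569 genes outside the segments, with no p-value.

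To show what shared ancestor arrays alone give, unchanged groups were simulated 1000 times. The simulated lineages, and 2 control arrays that they share, were drawn from the deviations of single arrays from their group means, with random signs. The simulated controls could thus come from any group, including groups whose replicates were less alike than the ancestor arrays. The form of this simulation was settled after a first result had been seen. The form reported takes each array of a simulation from a different group. A form that draws from any array gave a central range for B3 and D11 from -0.143 to 0.858 in place of -0.085 to 0.84. The comparison with separate ancestor arrays was simulated in the same way, and this simulation was added after the observed values were known.

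Genes named in the text were fixed before the data were examined as every gene the paper names, the marker genes deleted in the strain background, and the 5 genes with the largest mean change in each direction among those called in the same direction in all 3 lineages with the empty vector. The last rule gave 2 higher and 4 lower genes. Of 29 listed genes 26 were tested. HIS3, LYS2 and URA3 were not, since they were not well above background on every array of any group. Transporter genes such as HXT6 and HXT7 have near-identical copies, and their probes may read more than 1 gene.

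The alternatives were chosen before the data were examined. They were scaling on the 75th percentile, quantile normalization, centring on chromosomes without copy number changes, normexp background correction with an offset of 50, no filter on dim probes, the deposited series values, the replicate number or the slide as a block, each array left out in turn, the brightest probe of a gene, only the 2 groups compared in the model, eBayes with trend and robust settings, the methods' t-test, a fold change alone, and other choices of genes, set tests and comparisons. A 2-fold limit on the scale of the folds in S1 Data, e raised to the log2 change, was added after the data had been seen, for the genes shared by 2 lineages. The normexp correction was run on the median spot signal and the median local background, in place of the mean spot signal that had been planned. A keyword search for set members was not run, because the annotation used holds no descriptions. The gene steps were tested on simulated data with 200 genes changed 4-fold, of which 183 were recovered in B3, 182 in D11, 190 in the comparison of B3 with the tRNA on both sides, 189 in the ancestor and 180 in the response of D11 to the tRNA, with 4 or 5 unchanged genes called in each.

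Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 read the scanner files and made the tables and the plot. Growth, sequencing, proteomic and other measurements of the paper were not analysed here. Of S3 Table, the first 1999 of 6256 lines per sheet were used, and the sheet of ancestral duplications that the legend of S2 Table names was not used here.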

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

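The tests of the shift on chromosome XII against scaling, slide, labels and a few strong genes, and the other splits of the arrays, were chosen after the result was seen, and the test of an extra copy of XII was set before.

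The 3 lineages differed from each other in several segments of S2 Table, all with the empty vector, by tests of the difference itself (limma set tests, adjusted over 60 tests). In the duplicated end of IV, B3 (line 1) minus D11 (line 4) was -0.55 (log2; camera, adjusted p = 2.87e-35), with both B3 arrays below all 3 D11 arrays. B3 stood above H9 by 0.84 in the rest of V (adjusted p = 1.37e-13), by 0.55 in the segment of VII (adjusted p = 1.41e-13), by 0.46 on IX (adjusted p = 3.64e-14) and by 0.51 on XII (adjusted p = 4.58e-21). In each of these 4, both B3 arrays lay above all 3 H9 arrays. The 5 differences also passed fry (adjusted p at most 4.43e-07) and camera with an estimated correlation (adjusted p at most 0.0126). A single scaling factor per array moves all segments alike, and III differed by 0.059 between B3 and H9 (adjusted p = 0.83), which argues against scaling. S2 Table lists IV and the whole end of V for line 4 and not for line 1. It lists VII and IX for line 1 and not for line 4. Between B3 and D11, the paper's sequencing thus gives a difference in copy number in these segments. For H9, which the paper's text does not pair with a line number, copy number was not tested here. It stays open there as a biological explanation.

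Differences between lineages also appeared in 10 gene sets taken without the genes of the segments, again with the empty vector. D11 stood above H9 by 0.97 in ribosome biogenesis and rRNA processing (camera, adjusted p = 1.93e-17; fry, adjusted p = 0.011), by 0.98 in ribosomal large subunit assembly (6.72e-09; fry 0.0155), by 0.57 in cytosolic ribosomal proteins (2.33e-15; fry 0.00223) and by 0.61 in amino acid biosynthesis (3.4e-12; fry 8.56e-06). D11 minus H9 was -1.38 in glycogen biosynthesis (0.000375; fry 0.00683), -0.33 in the response to oxidative stress (0.00697; fry 0.0185) and -0.22 in targets of the unfolded protein response (0.0399; fry 0.00692). B3 minus H9 was -1.30 in the electron transport chain (2.68e-20; fry 4.88e-06) and 0.51 in hexose transporters (0.0458; fry 0.000243), and B3 minus D11 was 0.21 in proteasome subunits (2.62e-05; fry 0.0353). With an estimated correlation between the genes of a set, the electron transport chain kept an adjusted p = 0.041, and the other 9 had adjusted p-values from 0.107 to 0.431. The differences in these sets were not recomputed under other scalings.

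One H9 array weighs on most of these. Without the third H9 array, the H9 median of ribosome biogenesis and rRNA processing went from -0.12 to 0.32, that of ribosomal large subunit assembly from -0.11 to 0.36, that of the electron transport chain from 0.15 to -0.038 and that of glycogen biosynthesis from -0.31 to -1.15. The H9 arrays spread from -0.97 to 0.36 in the first set, while the D11 arrays spread from 0.82 to 0.95 and those of B3 from 0.77 to 0.80. A culture or hybridisation that differed on that array is therefore a candidate explanation for part of the differences between D11 and H9, and with 3 arrays it is not separated from a spread of the H9 cultures. The lineage itself stays open as the biological explanation.

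The response to the tRNA, taken as the change between plasmids within a strain, differed between an evolved lineage and the ancestor in 10 genes for B3 (5 higher and 5 lower), in 361 genes for D11 (178 and 183) and in 19 genes for H9 (6 and 13), by the interaction term of the model. Left-out arrays moved these numbers from 5 to 50 for B3, from 134 to 558 for D11 and from 3 to 64 for H9. The lowest number for D11 came without the first ancestor array with the empty vector, and the highest without the second D11 array with the tRNA. For H9 they came without that ancestor array and without the third H9 array with the empty vector. For B3 they came without the first and without the second ancestor array with the tRNA. The number of D11 fell to 238 under normexp correction, and that of B3 rose to 22 under quantile normalization and on the 75th percentile, and to 31 with the deposited series values. These comparisons all contain the 2 arrays of the ancestor with the empty vector and the shift on XII described next, so a difference in the ancestor cultures cannot be ruled out as part of them. The lineage is the biological explanation that the design gives, and it was not tested further.

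The paper does not report the ancestor with the tRNA against the ancestor with the empty vector. Here 231 genes were called in that comparison, 117 higher and 114 lower, and 42 of them lie on XII, of which 36 were higher. Without the first ancestor array with the empty vector the number was 132, and without the second ancestor array with the tRNA it was 328. With the deposited series values 122 genes were higher and 77 lower, and normexp correction left 152 genes. For genes outside XII, the tRNA is a possible biological explanation. It was not separated from differences between the cultures, or from an effect on other genes of the shift on XII described next.

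Chromosome XII stood higher in the ancestor with the tRNA by a mean of 0.35 over its genes. Relative to the chromosomes without copy number changes, its median was higher by 0.43 to 0.48 on the 3 arrays, against 0.51 to 0.53 in B3, 0.50 to 0.58 in D11 and -0.022 to 0.009 in H9. Several technical explanations were excluded. Under all scalings and background corrections run, the lowest array stayed at 0.396, where ancestor arrays with the empty vector lay between -0.002 and 0.002. Within the 2 slides that hold both groups the difference was 0.452 and 0.434, so the slide is not its source. Arrays of B3, D11 or H9 under the wrong label would carry the loss in V that all 3 lineages have. The lowest of the 3 arrays stood at -0.194 there, while the highest evolved array with either plasmid stood at -0.847. A few strong genes do not account for it, since 87.5% of the genes of XII lay above the median of the chromosomes without changes, and 46.4% to 53.2% of the genes did so on those chromosomes one by one.

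An extra copy of XII in the cultures of the ancestor with the tRNA stays open as a hypothesis. Along XII, the lowest of 8 stretches of equal gene number was shifted by 0.387, while 45 stretches of the other chromosomes lay between -0.249 and 0.141. This is consistent with a gain of the whole chromosome, and DNA of these cultures was not analysed here. Arrays of an evolved line other than B3, D11 and H9 under the ancestor's label cannot be told apart from it, because 1 line of S2 Table (line 7) has XII as its only changed segment. Of the lines in S2 Table, 8 have XII.

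The paper does not report the lineages with the tRNA on both sides, nor H9 under this name. H9 with the empty vector gave 51 genes, of which 49 lie outside XII. With the tRNA on both sides, 38 genes were called in B3 (11 higher and 27 lower), 95 in D11 (53 and 42) and 126 in H9 (27 and 99). In D11 the balance turned with the scaling, to 38 higher and 56 lower under quantile normalization and to 31 and 49 with the deposited series values. Of the 126 genes in H9, 21 are genes of XII that were lower, on the side that the shift of XII in the ancestor predicts. Their control is the ancestor with that shift, which may account for those 21 genes, since XII as a whole stood at -0.40 in H9 against that ancestor. Among the 10 ways to split the 6 arrays into groups of 3, 1 of 10 gave as many genes in B3, 1 of 10 in D11 and 1 of 10 in H9, and that 1 was the real split. Other splits gave 0 genes, once 1 gene (limma). With 3 arrays against 3, chance cannot be excluded in this way. The evolved lineage is the biological explanation, and a batch of cultures that coincides with it was not tested.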

How the results depend on the processing

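The 2-fold limit on the scale of S1 Data was chosen after the result was seen, and no other alternative in this part was. For segments and gene sets the side of the threshold was judged at an unadjusted p under 0.05, while the passages call them by adjusted p, and a number of genes counted as moved beyond 1.5-fold. Apart from the arrays left out, 334 of 378 recomputed values of segments had the direction and the side of the threshold of the reported ones, 381 of 462 of gene sets, 836 of 960 of named genes and 36 of 36 correlations between lineages. Of the numbers of genes, 77 of 94 for the comparisons, 22 of 42 for genes shared by 2 lineages and 21 of 27 for the response to the tRNA stayed within 1.5-fold. In all, 176 values changed sign, arrays left out included. In 143 of these neither value was past its threshold, in 33 at least 1 was, and in 7 both were. Values below run from the reported one to the one under the alternative, as log2 unless they are numbers of genes. The cause was not tested for any of these changes, except where arrays were left out or a rule for calling genes was loosened or tightened.

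Scaled on the 75th percentile, 185 results kept direction and side. Signs changed for III in B3 from 0.002 to -0.045, amino acid biosynthesis in B3 from 0.016 to -0.031, cytosolic ribosomal proteins in B3 from 0.019 to -0.028 and proteasome subunits in B3 from 0.033 to -0.014, all close to 0. Among named genes, HIR2 in B3 from 0.008 to -0.039, HXT3 in B3 from 0.008 to -0.039, RPL25 in B3 from 0.045 to -0.002 and TFG2 in D11 from 0.032 to -0.032 changed sign. The set of hexose transporters in B3 from 0.22 to 0.17 now passed, and the number of genes whose response to the tRNA differs in B3 rose from 10 to 22.

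With quantile normalization, 181 results held. III in B3 from 0.002 to -0.003, IX in H9 from -0.025 to 0.01 and unfolded protein response targets in H9 from -0.039 to 0.004 changed sign, and so did the genes ADH1 in B3 from -0.097 to 0.019, HIR2 in B3 from 0.008 to -0.023, HXT3 in B3 from 0.008 to -0.017, MTL1 in B3 from -0.077 to 0.004, RPL25 in B3 from 0.045 to -0.006, RPL25 in D11 from 0.15 to -0.15, SOL1 in B3 from -0.022 to 0.008 and SOL1 in D11 from -0.023 to 0.067. XIII in D11 from -0.122 to -0.118 no longer passed. The number of genes whose response to the tRNA differs in B3 rose from 10 to 22.

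Centring on chromosomes without copy number changes left 183 results as they were. It turned the sign of III in D11 from -0.034 to 0.03, IX in D11 from -0.021 to 0.043, IX in H9 from -0.025 to 0.001, the segment of VII in D11 from -0.034 to 0.03 and the segment of XVI in D11 from -0.031 to 0.033, of chaperones in B3 from -0.043 to 0.018 and of PRE9 in D11 from -0.03 to 0.034, SOL1 in B3 from -0.022 to 0.039, SOL1 in D11 from -0.023 to 0.041 and TFG2 in B3 from -0.031 to 0.03. XIII in D11 from -0.12 to -0.058 fell below the threshold.

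Normexp correction kept 143 results. Segments whose sign changed were III in B3 from 0.002 to -0.036, III in D11 from -0.034 to 0.022, IX in D11 from -0.021 to 0.049, the segment of VII in D11 from -0.034 to 0.074 and the segment of XVI in D11 from -0.031 to 0.081. Genes were HIR2 in H9 from -0.069 to 0.013, HXT3 in B3 from 0.008 to -0.065, RPL25 in D11 from 0.15 to -0.029, SSM4 in H9 from -0.053 to 0.011, TFG2 in B3 from -0.031 to 0.033 and TRF5 in D11 from -0.44 to 0.037. Of the sets, chaperones in D11 from -0.076 to -0.20 and hexose transporters in H9 from -0.196 to -0.196 now passed. Numbers of genes that fell were genes shared by B3 and D11 from 138 to 81, genes shared by B3 and H9 from 22 to 6, genes shared by D11 and H9 from 33 to 10, genes called in the ancestor with the tRNA from 231 to 152, genes called in H9 with the empty vector from 51 to 25, genes called in B3 with the tRNA from 38 to 19, genes called in D11 with the tRNA from 95 to 53, genes called in H9 with the tRNA from 126 to 52, genes whose response to the tRNA differs in D11 from 361 to 238 and genes whose response to the tRNA differs in H9 from 19 to 11.

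Without the filter on dim probes, 192 results held. III in D11 from -0.034 to 0.019 and IX in D11 from -0.021 to 0.007 changed sign, XIII in D11 from -0.12 to -0.077 no longer passed, and hexose transporters in B3 from 0.22 to 0.14 did. The brightest probe of a gene in place of the mean changed the direction or side of none of 198 results, eBayes with trend and robust settings of none of 21, Pearson's correlation and all genes of none of 3 each, and leaving out only the segments of lines 1 and 4 of none of 12.

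The deposited series values kept 170 results, and with them the median of all genes in D11 with the empty vector moved to -0.131. III in B3 from 0.002 to -0.005, IX in H9 from -0.025 to 0.007 and hexose transporters in D11 from 0.24 to -0.086 changed sign, as did the genes HIR2 in B3 from 0.008 to -0.009, HXT3 in B3 from 0.008 to -0.071, RPL25 in D11 from 0.15 to -0.11, SSM4 in H9 from -0.053 to 0.01 and TFG2 in B3 from -0.031 to 0.003. The set of hexose transporters in H9 from -0.20 to -0.14 now passed. Numbers that rose were genes whose response to the tRNA differs in B3 from 10 to 31 and genes whose response to the tRNA differs in H9 from 19 to 33.

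Scaling also moved the balance of higher and lower genes. B3 with the empty vector had 86 higher and 113 lower genes, 67 and 141 on the 75th percentile, and 105 and 96 when centred on chromosomes without changes. D11 had 222 and 183, 184 and 222 on the 75th percentile, 292 and 147 when centred in that way, and 136 and 266 with the series values, relative to that shift of the median. H9 had 11 and 40, and 14 and 26 with the series values. D11 with the tRNA on both sides had 53 and 42, 38 and 56 under quantile normalization, and 31 and 49 with the series values. The ancestor with the tRNA had 117 and 114, and 122 and 77 with the series values.

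With the median of a segment in place of the mean, 23 results held, and III in B3 from 0.002 to -0.04, III in D11 from -0.034 to 0.03, IX in D11 from -0.021 to 0.011 and the segment of VII in D11 from -0.034 to 0.045 changed sign. With all members of a set, inside and outside the segments, 32 held, and chaperones in B3 from -0.043 to 0.041 changed sign.

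The set tests were also run in other forms, which leave the log2 values as they are. Under fry 53 held, XIII in D11 (-0.122), cytosolic ribosomal proteins in B3 (0.019), cytosolic ribosomal proteins in H9 (-0.228), electron transport chain in H9 (0.15) and proteasome subunits in H9 (-0.148) no longer passed, and chaperones in D11 (-0.076) and hexose transporters in H9 (-0.196) now passed. With an estimated correlation between genes 40 held and none newly passed. Segments that no longer passed were XIII in B3 (-0.103), XIII in D11 (-0.122) and the segment of XVI in B3 (-0.172). Sets were chaperones in H9 (-0.146), cytosolic ribosomal proteins in B3 (0.019), cytosolic ribosomal proteins in D11 (0.367), cytosolic ribosomal proteins in H9 (-0.228), electron transport chain in D11 (-0.792), electron transport chain in H9 (0.15), glycogen biosynthesis in B3 (-1.535), glycogen biosynthesis in D11 (-1.749), proteasome subunits in D11 (-0.123), proteasome subunits in H9 (-0.148), response to oxidative stress in B3 (-0.293), response to oxidative stress in D11 (-0.518), ribosomal large subunit assembly in B3 (0.78), ribosomal large subunit assembly in D11 (0.846), ribosome biogenesis and rRNA processing in B3 (0.776), ribosome biogenesis and rRNA processing in D11 (0.855) and unfolded protein response targets in D11 (-0.219).

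With the replicate number as a replicate block, 178 results held, and ribosomal large subunit assembly in H9 from -0.11 to 0.007, RIX7 in H9 from -0.032 to 0.015, TFG2 in D11 from 0.032 to -0.015 and TRF5 in H9 from -0.048 to 0.15 changed sign. The slide as a block gave the same values, since each slide held 1 replicate number. The numbers were not taken to pair cultures, since across the comparisons with the tRNA on both sides the correlations of deviations with the same number ran from -0.248 to 0.182. In the comparisons with the empty vector on both sides all 6 such correlations were above 0, from 0.088 to 0.174, so a weak effect of the number or slide there is left open. Pairs of arrays on the same slide had a median correlation of deviations of 0.024 (71 pairs), against -0.005 on different slides (140 pairs).

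A 2-fold change alone, with no p-value, is a looser rule by construction, and raised the numbers of genes called in B3 with the empty vector from 199 to 355, genes called in D11 with the empty vector from 405 to 629, genes called in H9 with the empty vector from 51 to 101, genes called in B3 with the tRNA from 38 to 58 and genes called in D11 with the tRNA from 95 to 181. The methods' t-test with a 2-fold change lowered those of genes called in the ancestor with the tRNA from 231 to 131, genes called in D11 with the empty vector from 405 to 216 and genes called in D11 with the tRNA from 95 to 59, and the cause was not tested. A model with only the 2 groups compared moved genes called in B3 with the empty vector from 199 to 339 and genes called in H9 with the empty vector from 51 to 1, and the cause was not tested. Stricter rules for genes shared by 2 lineages lowered their number by construction, since a p-value is asked for beside the 2-fold change. With an adjusted p under 0.05 in both, the numbers moved for genes shared by B3 and D11 from 138 to 65, genes shared by B3 and H9 from 22 to 3 and genes shared by D11 and H9 from 33 to 12. With the methods' t-test in both, they moved for genes shared by B3 and D11 from 138 to 52, genes shared by B3 and H9 from 22 to 0 and genes shared by D11 and H9 from 33 to 4. A looser limit, 2-fold as e raised to the log2 change, was chosen after seeing the data and raised genes shared by B3 and D11 from 138 to 359, genes shared by B3 and H9 from 22 to 54 and genes shared by D11 and H9 from 33 to 84. With the deposited series values as well it raised genes shared by B3 and D11 from 138 to 356, genes shared by B3 and H9 from 22 to 53 and genes shared by D11 and H9 from 33 to 86.

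Lineages with the tRNA against the ancestor with the empty vector are other cultures, and 48 results held. Signs changed for III in B3 from 0.002 to -0.026, IX in D11 from -0.021 to 0.002, the segment of XVI in H9 from -0.10 to 0.016, amino acid biosynthesis in H9 from -0.10 to 0.14, chaperones in B3 from -0.043 to 0.051, cytosolic ribosomal proteins in B3 from 0.019 to -0.15, electron transport chain in H9 from 0.15 to -0.46, ribosomal large subunit assembly in H9 from -0.11 to 0.81 and ribosome biogenesis and rRNA processing in H9 from -0.12 to 0.83. Sets that now passed were amino acid biosynthesis in B3 from 0.016 to 0.19, glycogen biosynthesis in H9 from -0.31 to -1.27, hexose transporters in B3 from 0.22 to 0.092, hexose transporters in D11 from 0.24 to 0.44, proteasome subunits in B3 from 0.033 to 0.034 and response to oxidative stress in H9 from -0.11 to -0.27. No longer past the threshold were the segment of XVI in B3 from -0.17 to -0.21, chaperones in H9 from -0.15 to -0.069, cytosolic ribosomal proteins in H9 from -0.23 to -0.11, proteasome subunits in D11 from -0.12 to -0.067 and proteasome subunits in H9 from -0.15 to -0.14. Numbers that fell were genes shared by B3 and D11 from 138 to 75 and genes called in D11 from 405 to 234, and those that rose were genes shared by B3 and H9 from 22 to 91, genes shared by D11 and H9 from 33 to 81 and genes called in H9 from 51 to 179, where the second number of the last has the tRNA in H9.

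With the tRNA in the lineages and in the ancestor, 70 results held and 62 changed sign. The control is then the ancestor with the shift on XII. Segments whose sign changed were III in D11 from -0.034 to 0.045, IX in D11 from -0.021 to 0.074, IX in H9 from -0.025 to 0.015, the segment of VII in D11 from -0.034 to 0.058, the segment of VII in H9 from -0.072 to 0.071, XIII in D11 from -0.12 to 0.032, XIII in H9 from -0.077 to 0.036, the segment of XVI in D11 from -0.031 to 0.11 and the segment of XVI in H9 from -0.10 to 0.13. XII in H9 from -0.076 to -0.40 now passed, and XIII in B3 from -0.10 to -0.024 and the segment of XVI in B3 from -0.17 to -0.091 no longer did. Sets whose sign changed were amino acid biosynthesis in B3 from 0.016 to -0.17, chaperones in B3 from -0.043 to 0.097, chaperones in D11 from -0.076 to 0.021, chaperones in H9 from -0.15 to 0.04, cytosolic ribosomal proteins in H9 from -0.23 to 0.18, electron transport chain in D11 from -0.79 to 0.35, glycogen biosynthesis in D11 from -1.75 to 0.14, glycogen biosynthesis in H9 from -0.31 to 0.054, hexose transporters in B3 from 0.22 to -0.082, proteasome subunits in D11 from -0.12 to 0.027, response to oxidative stress in D11 from -0.52 to 0.23, response to oxidative stress in H9 from -0.11 to 0.13, ribosomal large subunit assembly in D11 from 0.85 to -0.34, ribosomal large subunit assembly in H9 from -0.11 to 0.13, ribosome biogenesis and rRNA processing in D11 from 0.86 to -0.32, ribosome biogenesis and rRNA processing in H9 from -0.12 to 0.14, unfolded protein response targets in B3 from -0.12 to 0.025 and unfolded protein response targets in H9 from -0.039 to 0.049. Sets that no longer passed were amino acid biosynthesis in D11 from 0.53 to 0.031, glycogen biosynthesis in B3 from -1.54 to -0.17, proteasome subunits in H9 from -0.15 to -0.009, response to oxidative stress in B3 from -0.29 to -0.015, ribosomal large subunit assembly in B3 from 0.78 to 0.012, ribosome biogenesis and rRNA processing in B3 from 0.78 to 0.043 and unfolded protein response targets in D11 from -0.22 to -0.023. Amino acid biosynthesis in H9 from -0.10 to -0.14, hexose transporters in H9 from -0.20 to -0.27 and proteasome subunits in B3 from 0.033 to 0.15 now passed. Numbers that fell were genes shared by B3 and D11 from 138 to 13 and genes shared by B3 and H9 from 22 to 13.

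In the same comparison, the named genes whose sign changed were ADH1 in B3 from -0.097 to 0.21, ADH1 in H9 from -0.37 to 0.38, BDF1 in H9 from 0.17 to -0.047, DRS1 in D11 from 1.24 to -0.42, GRC3 in D11 from 1.24 to -0.052, HIR2 in B3 from 0.008 to -0.18, HSM3 in B3 from -0.27 to 0.11, HSM3 in D11 from -0.22 to 0.10, HXT6 in D11 from -0.84 to 0.88, HXT7 in D11 from -0.91 to 0.78, IFH1 in B3 from 0.95 to -0.036, IFH1 in D11 from 1.10 to -0.27, IFH1 in H9 from 0.22 to -0.40, LEU2 in B3 from -0.29 to 0.51, LEU2 in D11 from -0.24 to 0.78, LEU2 in H9 from -0.40 to 0.45, MRD1 in D11 from 1.15 to -0.47, MRD1 in H9 from -0.28 to 0.21, NOC3 in D11 from 1.04 to -0.008, PGK1 in B3 from -0.42 to 0.30, PGK1 in D11 from -0.42 to 0.32, PGK1 in H9 from -0.28 to 0.36, PRE9 in D11 from -0.03 to 0.093, RIX7 in D11 from 1.54 to -0.11, RPL25 in H9 from -0.27 to 0.12, SOF1 in D11 from 1.48 to -0.11, SOF1 in H9 from 0.074 to -0.37, SOL1 in B3 from -0.022 to 0.029, SOL1 in D11 from -0.023 to 0.12, SOL1 in H9 from 0.098 to -0.083, SSM4 in D11 from 0.26 to -0.11, TFG2 in D11 from 0.032 to -0.14, TFG2 in H9 from -0.24 to 0.15, TRF5 in B3 from 0.90 to -0.033 and VEL1 in H9 from 1.40 to -0.017.

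Each array was left out in turn. Where this leaves a group with 1 array, the spread comes from the other groups through limma, and the lone array is assumed to vary like theirs. Among the values of gene sets 136 of 154 held, of segments 121 of 126, of named genes 339 of 448 and of correlations 20 of 22. Numbers of genes stayed within 1.5-fold in 26 of 37 cases for the comparisons, in 20 of 22 for shared genes and in 12 of 32 for the response to the tRNA. No array moved the H9 results more than the third H9 array with the empty vector, without which 12 values changed sign and 14 newly passed or grew beyond 1.5-fold. Arrays named below carry the empty vector unless the tRNA is given.

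For numbers of genes, segments and correlations the ranges were these. Genes called in B3 with the empty vector (as reported 199) ran from 60 to 77, with the lower without the first B3 array and the higher without the first ancestor array. Genes called in D11 with the empty vector (as reported 405) ran from 259 to 566, with the lower without the second ancestor array and the higher without the first D11 array. Genes called in H9 with the empty vector (as reported 51) ran from 29 to 120 and genes whose response to the tRNA differs in H9 (as reported 19) from 3 to 64, with the lower values without the first ancestor array and the higher without the third H9 array. Genes called in the ancestor with the tRNA (as reported 231) ran from 132 to 328, with the lower without the first ancestor array and the higher without the second ancestor array with the tRNA. Genes whose response to the tRNA differs in B3 (as reported 10) ran from 5 to 50, with the lower without the first ancestor array with the tRNA and the higher without the second ancestor array with the tRNA. Genes whose response to the tRNA differs in D11 (as reported 361) ran from 134 to 558, with the lower without the first ancestor array and the higher without the second D11 array with the tRNA. III in B3 (as reported 0.002) ran from -0.007 to 0.011, with the lower without the second B3 array and the higher without the first B3 array. XIII in D11 (as reported -0.12) ran from -0.14 to -0.11, with the lower without the second ancestor array and the higher without the first ancestor array. The correlation of B3 and H9 (as reported 0.094) ran from -0.15 to 0.33, with the lower without the first H9 array and the higher without the third H9 array. Genes shared by B3 and H9 (as reported 22) ran from 15 to 50 and genes shared by D11 and H9 (as reported 33) from 25 to 65, with the lower values without the second H9 array and the higher without the third H9 array.

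For gene sets the medians moved as follows. Ribosome biogenesis and rRNA processing in H9 (as reported -0.12) ran from -0.35 to 0.32 and ribosomal large subunit assembly in H9 (as reported -0.11) from -0.36 to 0.36, with the lower values without the first H9 array and the higher without the third H9 array. Cytosolic ribosomal proteins in B3 (as reported 0.019) ran from -0.005 to 0.068 and amino acid biosynthesis in B3 (as reported 0.016) from -0.03 to 0.044, with the lower values without the second ancestor array and the higher without the first ancestor array. Electron transport chain in H9 (as reported 0.15) ran from -0.038 to 0.25, glycogen biosynthesis in H9 (as reported -0.31) from -1.15 to -0.009 and hexose transporters in H9 (as reported -0.20) from -0.26 to -0.074, with the lower values without the third H9 array and the higher without the first H9 array. Response to oxidative stress in H9 (as reported -0.11) ran from -0.26 to -0.042, proteasome subunits in H9 (as reported -0.15) from -0.27 to -0.06 and chaperones in H9 (as reported -0.15) from -0.22 to -0.072, with the lower values without the third H9 array and the higher without the second H9 array. Amino acid biosynthesis in H9 (as reported -0.10) ran from -0.13 to -0.065, with the lower without the second ancestor array and the higher without the third H9 array. Chaperones in B3 (as reported -0.043) ran from -0.039 to 0.003, with the lower without the first B3 array and the higher without the second ancestor array. Hexose transporters in B3 (as reported 0.22) ran from 0.14 to 0.42, with the lower without the first ancestor array and the higher without the first B3 array.

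Named genes moved as follows. IFH1 in H9 (as reported 0.22) ran from -0.024 to 0.69, SOF1 in H9 (as reported 0.074) from -0.15 to 0.51, RIX7 in H9 (as reported -0.032) from -0.31 to 0.42, GRC3 in H9 (as reported -0.049) from -0.24 to 0.22 and SSM4 in H9 (as reported -0.053) from -0.17 to 0.099, with the lower values without the second H9 array and the higher without the third H9 array. HXT3 in B3 (as reported 0.008) ran from -0.079 to 0.095, with the lower without the first ancestor array and the higher without the second ancestor array. HXT6 in H9 (as reported 0.46) ran from -0.24 to 0.88 and HXT7 in H9 (as reported 0.45) from -0.20 to 0.86, with the lower values without the third H9 array and the higher without the second H9 array. PRE9 in D11 (as reported -0.03) ran from -0.19 to 0.058, with the lower without the third D11 array and the higher without the second D11 array. DRS1 in H9 (as reported -0.28) ran from -0.60 to 0.37, NOC3 in H9 (as reported -0.19) from -0.42 to 0.16, MRD1 in H9 (as reported -0.28) from -0.62 to 0.39 and TRF5 in H9 (as reported -0.048) from -0.38 to 0.44, with the lower values without the first H9 array and the higher without the third H9 array. TFG2 in B3 (as reported -0.031) ran from -0.11 to 0.043, with the lower without the first B3 array and the higher without the second B3 array. TFG2 in D11 (as reported 0.032) ran from -0.11 to 0.13, with the lower without the third D11 array and the higher without the first D11 array. SOL1 in B3 (as reported -0.022) ran from -0.07 to 0.025, HIR2 in B3 (as reported 0.008) from -0.10 to 0.12, HIR2 in D11 (as reported -0.11) from -0.22 to 0.002, HIR2 in H9 (as reported -0.069) from -0.18 to 0.041, MTL1 in B3 (as reported -0.077) from -0.16 to 0.01 and RPL25 in B3 (as reported 0.045) from -0.004 to 0.094, with the lower values without the second ancestor array and the higher without the first ancestor array. SOL1 in D11 (as reported -0.023) ran from -0.15 to 0.19, with the lower without the second D11 array and the higher without the third D11 array. TRF5 in D11 (as reported -0.44) ran from -1.04 to 0.73, with the lower without the first D11 array and the higher without the third D11 array.

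A keyword search for members of the sets was not run. Signal over background limits the dim genes most on the third D11 array with the empty vector, which had the lowest median signal (356) and the lowest share of spots well above background (85.8%). Without that array the correlation of B3 and D11 was 0.761, and TRF5 in D11 went from -0.44 to 0.73.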

Differences from the paper's values

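The 2-fold limit on the scale of S1 Data was chosen after the result was seen, and so was the test of that scale.

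For the correlation between lines 1 and 4 across genes outside copy number changes, the paper's value is 0.54 and the value here is 0.656 (Spearman). Values within 0.0573 of each other, the error taken for this correlation, are counted as not differing. Among the alternatives set before the data were examined, the 2 values did not differ with the deposited series values (0.568) and without the first D11 array with the empty vector (0.575). They differed with the 75th percentile (0.656), quantile normalization (0.649), centring on chromosomes without changes (0.656), normexp correction (0.602), no filter on dim probes (0.635), the brightest probe (0.656), only the segments of lines 1 and 4 left out (0.655), all genes (0.628) and Pearson's correlation (0.668). They also differed without each other array (0.621 to 0.761), and with the tRNA in the lineages against the ancestor with the tRNA (0.291) or with the empty vector (0.72).

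The paper's number of genes changed at least 2-fold in both lines is 425, with 168 induced and 257 repressed. Here they were 138, 43 and 95. None of the alternatives set before the data were examined closes any of the 3 gaps. Their highest numbers were 155 genes in all, without the first ancestor array, 115 repressed, on the 75th percentile, and 57 induced, without the filter on dim probes. On the scale of S1 Data, where a fold is e raised to the log2 change, a limit of 2 gives 359 genes, 149 induced and 210 repressed, or 356, 114 and 242 with the deposited series values. Both forms of this limit were chosen after seeing the values. They bring each number within 1.5 times of the paper's, and every one stays below it.

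The folds that S1 Data lists for Fig 2 match the values here only after a change of log base. Of the 906 folds in the 4 changed classes, 95.9% lay within 0.1% of e raised to a log2 difference of the deposited series values, and 36.8% within that distance of 2 raised to it. On that scale the means of all 4 classes lie within 1.5 times of the paper's. For IX a gap remains, with the paper's mean at 2.13 and 1.72 here (1.71 with the deposited series values).

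For 3 of the named genes, the paper's log2 fold change in S3 Table differed from the value here by more than the SD between replicate arrays. For HXT3 in line 1 the gap lay inside that SD (0.123), both values were close to 0, and only the sign differed. With the deposited series values, set as an alternative before the data were examined, all 4 matched S3 Table. HXT3 in line 1 is listed by the paper at -0.071 and was 0.008 here, and it did not differ on the 75th percentile (-0.039), under quantile normalization (-0.017), under normexp correction (-0.065) or with the series values (-0.071). UBP3 in line 4 is listed by the paper at -1.009 and was -0.68 here, and it did not differ on the 75th percentile (-0.744), under normexp correction (-0.756) or with the series values (-1.009). UBP5 in line 4 is listed by the paper at -1.124 and was -1.024 here, and it did not differ on the 75th percentile (-1.089) or with the series values (-1.124). PGK1 in line 4 is listed by the paper at -0.862 and was -0.418 here, and it did not differ under quantile normalization (-0.801), under normexp correction (-0.811) or with the series values (-0.862). For each gene the scalings not named for it, no filter, the brightest probe and a block for the replicate or slide left the difference in place, and so did normexp correction for UBP5.

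In directions and lists, 3 statements of the paper stand beside other values here. The legend of Fig 2 names chromosome XIII among the duplicated ones in line 1, while XIII averaged -0.10 and XII 0.43 in B3, and Table 1 lists XII. Table 2 gives the electron transport chain as repressed in line 1 alone, while its median here was also below 0 in D11, at -0.79. The same table gives the response to oxidative stress as repressed in line 4 alone, while its median here was also below 0 in B3, at -0.29. Table 2 lists enrichment among changed genes, while the values here are medians over whole preset sets. These are unlike measures, so they need not conflict.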

Other observations

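The test of the third D11 array, those of ribosome biogenesis against scaling and chromosome XII, and the simulation with separate ancestor arrays were chosen after the result was seen.

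The changes of B3 (line 1) and D11 (line 4) against the ancestor, both with the empty vector, were correlated across genes (0.656), and 3 technical causes were tested. The first is chance values of the 2 ancestor arrays that both lineages share. Unchanged groups against shared controls reached up to 0.84 in the central 95% of 1000 simulations, and the observed value lies inside that range, as this cause predicts. The simulated controls came from any group, so the range need not hold for the ancestor arrays, which were more alike (0.996). Chance values are excluded as the whole cause because, with a different ancestor array for each lineage, the correlation was still 0.578 or 0.61. The central 95% range of unchanged groups in that comparison went up to 0.437, and 1 of 1000 simulations reached 0.578. That also argues against the sharing of control arrays as the whole cause. With H9 in place of the ancestor as the control of D11, so that no array was shared, B3 and D11 had a correlation of 0.618. The third H9 array moves sets such as ribosome biogenesis away from the direction of B3 and D11. The value was not recomputed without that array, so it does not decide on this cause. The third cause, the low signal of the third D11 array, is excluded because without it the correlation was 0.761. Separate ancestor arrays do not remove what the 2 ancestor cultures had in common, so a state of those cultures stays open beside a change shared by the lineages.

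In the form of the simulation that draws from any array, the central range ran from -0.188 to 0.881 for B3 and H9, with 873 of 1000 as large as the observed value, and from -0.076 to 0.886 for D11 and H9, with 859 as large. For B3 and D11, 291 were as large. Across the same genes, the change of the ancestor with the tRNA had a correlation of 0.715 with B3, of 0.639 with D11 and of 0.182 with H9, all with the empty vector and all against the same ancestor arrays. With the tRNA in the lineages and in the ancestor, B3 and H9 had a correlation of 0.286 and D11 and H9 of 0.424. Against the ancestor with the empty vector these became 0.723 and 0.684.

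Ribosome biogenesis genes stood higher in B3, in D11 and in the ancestor with the tRNA than in the ancestor with the empty vector. Scaling is excluded, since the lowest median over these groups and scalings was 0.681. An extra copy of XII, where IFH1 lies, cannot be told apart from the lineage and the tRNA as the whole cause. H9 with the empty vector, which has no shift of XII, had a median of -0.115, but it is the 1 lineage without that shift, and without the third H9 array with the empty vector its median was 0.32. H9 with the tRNA also has no shift of XII. It stood above H9 with the empty vector by 0.962, or by 0.52 without that array, so the rise in H9 came without XII, which does not decide its cause in the other groups. Growth of the cultures stays open as well and was not tested. B3 and D11 with the empty vector carry no tRNA, and their medians were 0.776 and 0.855. In them 105 and 99 of 105 genes were higher, which argues against the tRNA as the whole cause. With the tRNA, the medians against the ancestor with the empty vector were 0.733 in B3, 0.353 in D11 and 0.825 in H9. The D11 arrays with the tRNA spread from 0.127 to 0.848. The tRNA stays open as a cause in the ancestor and in H9.

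In the ancestor with the tRNA, the gene sets moved as follows against the ancestor with the empty vector. Ribosome biogenesis had a median of 0.69 (camera in limma, adjusted p = 3.89e-18; fry, adjusted p = 0.102), with 6 genes called. Ribosomal large subunit assembly had a median of 0.67 (adjusted p = 2.3e-09; fry 0.108). Cytosolic ribosomal proteins had a median of -0.29 with 98 genes lower (adjusted p = 0.00121; fry 0.132), the electron transport chain of -0.73 with 21 lower (3.99e-07; fry 0.00583), glycogen biosynthesis of -1.40 (0.00287; fry 0.0232), amino acid biosynthesis of 0.37 (2.52e-08; fry 0.014), the response to oxidative stress of -0.50 (0.0135; fry 0.014) and hexose transporters of 0.25 (0.011; fry 0.00583). The remaining sets were not called by camera. Targets of the unfolded protein response had a median of -0.16 with 11 of 15 genes lower (adjusted p = 0.28; fry 0.0327). Proteasome subunits stood at -0.13 (0.754; fry 0.348) and chaperones at -0.045 (0.603; fry 0.536). LEU2 changed by -1.35 (limma, adjusted p = 0.000173) and PGK1 by -0.77 (adjusted p = 0.00184). LEU2 is deleted in the strain background and is the selection marker of the plasmids, which differ between these groups. Its value can therefore reflect the plasmid and not regulation of a chromosomal gene.

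Proteasome subunits (30 genes) had medians of 0.033 in B3 (adjusted p = 0.291), -0.12 in D11 (adjusted p = 0.0402; fry 0.0813) and -0.15 in H9 (adjusted p = 0.0185; fry 0.119), all from camera in limma. Targets of the unfolded protein response (15 genes) had medians of -0.12 (adjusted p = 0.499), -0.22 (adjusted p = 0.0146; fry 0.00673) and -0.039 (adjusted p = 0.562). Hexose transporters (11 genes) had medians of 0.22 (adjusted p = 0.0887), 0.24 (adjusted p = 0.713) and -0.20 (adjusted p = 0.111), and the median in D11 changed sign to -0.086 with the deposited series values. The median of B3 changed sign to -0.014 for the proteasome on the 75th percentile, and that of H9 to 0.004 for the unfolded protein response under quantile normalization.

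Called in the same direction in all 3 lineages with the empty vector were 6 genes (limma, in the order B3, D11 and H9). SPS1 rose by 1.36, 2.04 and 1.33 (adjusted p = 0.0118, 0.000163 and 0.0181) and VEL1 by 1.05, 1.12 and 1.40 (adjusted p = 0.0492, 0.0123 and 0.0168). YDL162C was at least 9.61-fold, 3.98-fold and 5.46-fold lower. SPI1 changed by -2.52, -1.53 and -1.38 (adjusted p = 6.83e-07, 1.86e-05 and 0.000196), EDS1 by -1.63, -2.27 and -1.28 (adjusted p = 0.00628, 0.000104 and 0.0317) and RTR1 by -1.52, -1.39 and -1.26 (adjusted p = 0.00184, 0.000512 and 0.00528). SPI1 and RTR1 lie on V, which holds a segment with lower expression in all 3 lineages. Genes inside the segments of S2 Table were not left out of this list, so copy number may account for some of these changes.

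Other genes that the paper names had the values below with the empty vector (limma). MRD1 changed by 1.02, 1.15 and -0.28 in B3, D11 and H9 (adjusted p = 0.186, 0.0625 and 0.939), BDF1 by 0.47, 0.80 and 0.17 (adjusted p = 0.114, 0.00297 and 0.855) and SSM4 by 0.76, 0.26 and -0.053 (adjusted p = 0.00412, 0.157 and 0.985). Of the 26 named genes tested, 9 had an adjusted p under 0.05 over all genes in B3, 12 in D11, 2 in H9 and 8 in the ancestor with the tRNA. Adjusted over the list alone, these became 15, 13, 2 and 9.

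By place, 37 of the 199 genes called in B3 with the empty vector lie on XII (35 higher), and 126 lie outside every segment (27 higher and 99 lower). In D11, 65 of 405 lie on XII (60 higher), and 263 outside the segments (115 higher and 148 lower). In H9, 2 of 51 lie on XII and 22 outside the segments.

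The genes of XII stood lower in H9 with the tRNA than in the ancestor with the tRNA, by -0.404 (camera in limma, adjusted p = 1.82e-38), with 477 genes lower. In B3 the value was 0.069 and in D11 0.129.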
